# Hepatic arginase 2 (Arg2) is sufficient to convey the therapeutic metabolic effects of fasting

**DOI:** 10.1038/s41467-019-09642-8

**Published:** 2019-04-08

**Authors:** Yiming Zhang, Cassandra B. Higgins, Hannah M. Fortune, Phillip Chen, Alicyn I. Stothard, Allyson L. Mayer, Benjamin M. Swarts, Brian J. DeBosch

## Abstract

Caloric restriction and intermittent fasting are emerging therapeutic strategies against obesity, insulin resistance and their complications. However, the effectors that drive this response are not completely defined. Here we identify arginase 2 (Arg2) as a fasting-induced hepatocyte factor that protects against hepatic and peripheral fat accumulation, hepatic inflammatory responses, and insulin and glucose intolerance in obese murine models. Arg2 is upregulated in fasting conditions and upon treatment with the hepatocyte glucose transporter inhibitor trehalose. Hepatocyte-specific Arg2 overexpression enhances basal thermogenesis, and protects from weight gain, insulin resistance, glucose intolerance, hepatic steatosis and hepatic inflammation in diabetic mouse models. Arg2 suppresses expression of the regulator of G-protein signalling (RGS) 16, and genetic RGS16 reconstitution reverses the effects of Arg2 overexpression. We conclude that hepatocyte Arg2 is a critical effector of the hepatic glucose fasting response and define a therapeutic target to mitigate the complications of obesity and non-alcoholic fatty liver disease.

## Abstract (web summary)

Fasting is known for its beneficial effects on obesity and diabetes-related health complications. Here Zhang et al. show that fasting induces expression of arginase-2 (Arg2) in the liver, and that hepatic Arg2, by suppressing the expression of the regulator of G-protein signalling 16, recapitulates the positive effects of fasting in obesity and diabetes.

## Introduction

Obesigenic cardiometabolic disease arises from a constellation of environmental, genetic and meta- and epigenetic factors^1^. Clinically, intensive lifestyle management remains the primary means of treating obesity and its comorbidities, including insulin resistance, non-alcoholic fatty liver disease (NAFLD), and thermic depression. Intensive lifestyle management encompasses a wide range of interventions, such as increased locomotion, selective macronutrient elimination (e.g., ketogenic diets), intermittent fasting (IF), and caloric restriction (CR)^2^. Although lifestyle measures effectively treat obesity, insulin resistance and NAFLD^2–8^, caloric restriction, fasting and extreme dietary alterations are often unsustainable, unpalatable, and are in some cases associated with clinical complications^9–11^.

At the nexus of portal and systemic circulations, the hepatocyte coordinates peripheral responses to changes in nutrient flux. During physiological fasting, the hepatocyte provides glucose and ketones as fuel for fasting peripheral organs. In addition, hepatocyte-derived endocrine signals, such as fibroblast growth factor 21 (FGF21), enhance peripheral insulin sensitivity and promote basal thermogenesis. These adaptations ostensibly maintain thermic equilibrium during prolonged fasting and hibernation, and maximize post-fasting nutrient absorption^12–16^. The physiological fasting response is itself induced by several key transcriptional regulators that are also activated during fasting: peroxisome proliferator activated receptor α (PPARα), PPARγ coactivator 1α (PGC1α), SIRT1^17,18^, and transcription factor EB (TFEB)^19–23^. However, surprisingly little is known regarding hepatocyte-intrinsic factors that regulate hepatic and extrahepatic responses to fasting.

We recently demonstrated that hepatic glucose transport blockade is sufficient to confer or augment the adaptive metabolic changes associated with generalized caloric restriction and intermittent fasting^24–29^. Germline deletion of the hepatic glucose transporter (GLUT) 8 increased hepatocyte fatty acid oxidation and decreased fructose-induced de novo lipogenesis in isolated hepatocytes^25^. In vivo, targeted GLUT8 disruption increased basal thermogenesis^25,27,28^, protected from diet-induced NAFLD and insulin resistance, and augmented canonical hepatic fasting responses (e.g., PPARα and FGF21^25,27,28^). Similarly, pharmacological hepatic GLUT inhibition by the GLUT inhibitor, trehalose, activated hepatocyte fasting responses—autophagic flux and FGF21 secretion—that was dependent on hepatocyte TFEB^24,30,31^. The hepatic response to pharmacological hepatic GLUT inhibition is to activate thermogenesis, and reduce hepatic steatosis and insulin resistance^24,26,30,32^. The full mechanisms driving the hepatocyte glucose fasting response and the utility of these responses against cardiometabolic disease, however, are only now being elucidated.

Here, we identify the arginine metabolizing enzyme, arginase 2 (Arg2) as a hepatocyte glucose fasting-induced factor that is sufficient to convey the adaptive hepatic and peripheral metabolic changes induced during CR and IF. Hepatocyte *Arg2* mRNA and protein expression is induced during acute and prolonged fasting, and after treatment with the hepatic GLUT inhibitor, trehalose. Hepatocyte-specific Arg2 overexpression increases basal thermogenesis, enhances insulin sensitivity, and decreases hepatic steatosis and inflammation in genetic and diet-induced models of diabetes and NAFLD. Unbiased transcriptomic analysis identifies the regulator of G-protein-coupled receptor signaling (RGS) 16 to be among the most highly suppressed hepatic genes in Arg2-overexpressing *db/db* diabetic mice. Moreover, hepatocyte-specific genetic RGS16 reconstitution in the context of Arg2 overexpression reverses the hepatic and peripheral therapeutic effects of Arg2 overexpression. We conclude that Arg2 represents an effector of the hepatocyte-intrinsic fasting response that modulates hepatic and extrahepatic metabolic homeostasis, and that the trehalose class of disaccharide GLUT inhibitors activates this pathway. More broadly, this study identifies a seminal link between hepatic Arg2 and G-protein signaling in the pathogenesis of metabolic disease.

## Results

### Arg2 is induced during fasting and pseudo-fasting

We previously demonstrated that glucose transporter inhibition by the hepatic GLUT inhibitor, trehalose, enhances peripheral thermogenesis, and mitigates hepatic steatosis by inducing hepatocyte fasting-like pathways^24,26,29^. RNA-seq analysis of trehalose-treated primary hepatocytes identified hepatocyte arginase 2 (Arg2) to be among the most highly upregulated genes relative to untreated hepatocytes. We confirmed these data by quantitative real-time RT-PCR (qPCR) and immunoblot analysis, demonstrating rapid, dose-dependent, cell autonomous Arg2 induction within 24 h post trehalose (1 mM, 10 mM, and 100 mM) treatment (Fig. 1a). This Arg2 response was energy deficit-dependent, as indicated by pre-treating cells with pyruvate as an energy substrate to bypass the GLUTs targeted by 100 mM trehalose. Pyruvate significantly reduced the trehalose-induced Arg2 response to trehalose (Fig. 1b). Because trehalose catabolism by host (brush border, hepatocyte, or renal) or microbiotic trehalases can theoretically reduce the bioavailability of orally administered trehalose therapy, we compared the potency of native trehalose with that of a trehalase-resistant analog, lactotrehalose^32–34^, to induce Arg2 expression in vitro (Fig. 1c). Lactotrehalose-induced Arg2 expression indeed was significantly enhanced at 10 mM and 100 mM when compared with native trehalose at equivalent doses (Fig. 1c). Trehalose similarly induced *Arg2* mRNA and protein in livers from mice fed 3% trehalose water (5 days) ad libitum in vivo (Fig. 1d, and Supplementary Fig. 6). The similarities between trehalose-induced pseudo-fasting responses in the liver and physiological macronutrient withdrawal prompted us to quantify the Arg2 response in livers from mice fasting up to 24 h. qPCR and immunoblot analysis identified Arg2 to be activated during physiological fasting (Fig. 1e, and Supplementary Fig. 6). Arg2 upregulation during fasting is cell-intrinsic, as determined by subjecting isolated primary murine hepatocytes to serum and glucose deprivation (24 h), after which Arg2 mRNA expression was significantly upregulated (Fig. 1f).

**Fig. 1:**
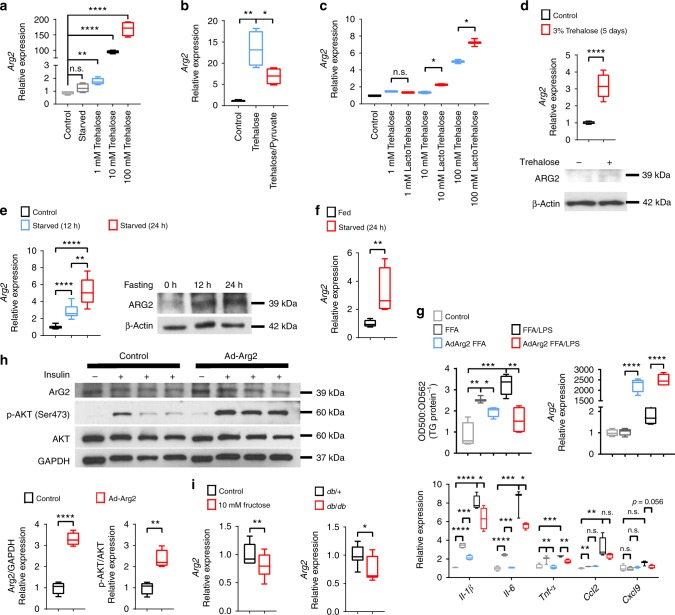
Arg2 is upregulated during fasting and trehalose treatment. **a** *Arg2* gene expression by qPCR analysis of cultured primary hepatocytes treated with 1–100 mM trehalose (*n* = 6 cultures per group, derived from three mice). **b** *Arg2* gene expression in response to 100 mM trehalose in the presence or absence of energetic reconstitution with pyruvate in primary hepatocytes (*n* = 6 hepatocyte cultures per group, derived from three mice). **c** *Arg2* gene expression by qPCR analysis of cultured primary hepatocytes treated with trehalose, or the trehalase-resistant analog, lactotrehalose (*n* = 6 cultures per group, derived from three mice). **d** Hepatic Arg2 expression by qPCR (top) and immunoblot (bottom) analysis of crude liver lysates from mice subjected to trehalose feeding (3% water ad libitum, 5 days) (*n* = 5 mice per group). **e** Arg2 expression by qPCR and immunoblot analysis of crude liver lysates from mice subjected to fasting (*n* = 5 mice per group). **f** Arg2 expression by qPCR analysis of primary hepatocytes subjected to low glucose and low serum treatment (24 h). **g** Left panels: in vitro enzymatic-colorimetric triglyceride accumulation assay and Right: *Arg2* gene expression in response to BSA-conjugated fatty acids with or without 1 nM lipopolysaccharide (LPS) and with or without adenoviral Arg2 overexpression in primary hepatocytes. Below: Inflammatory gene marker expression in parallel hepatocyte cultures analyzed above (*n* = 6 cultures per group, derived from three mice). **h** Immunoblot analysis of AKT phosphorylation in AML12 hepatocytes treated with or without 10 nM insulin following overnight serum deprivation (*n* = 6 cultures per group). **i** Arg2 gene expression in primary hepatocyte cultures following 24 h treatment with 10 mM fructose, or in crude liver lysates from *db/+*mice or *db/db* diabetic mice (*n* = 4 mice per group). For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 relative to bracketed control, by two-tailed Student’s *t*-test

We demonstrated that hepatocyte glucose transport blockade attenuates insulin resistance and hepatic steatosis in multiple obese models^24,25,27–29^. To test the hypothesis that hepatocyte Arg2 activation downstream of the fasting response is sufficient to drive these therapeutic effects, we examined the cell-intrinsic consequences of forced Arg2 overexpression on hepatocyte triglyceride accumulation, inflammatory cytokine and chemokine activation, and insulin signal transduction. BSA-conjugated fatty acid treatment (FFA) both without and with 1 nM lipopolysaccharide (LPS) induced TG accumulation and inflammatory gene markers interleukin 1β (*Il-1β*), interleukin 6 (*Il-6*), tumor necrosis factor α (*Tnf-α*), monocyte chemoattractant protein 1 (*Mcp1*; also known as *Ccl2*), and CXC chemokine ligand 9 (*Cxcl9*) in wild-type primary hepatocyte cultures (Fig. 1g). In each condition, fat accumulation and cytokine/chemokine expression was significantly attenuated by Arg2 overexpression (Fig. 1g). In parallel, we verified expression of functional protein by quantifying urea production in vitro, which revealed an eightfold increase in urea production upon Arg2 overexpression (not shown). To define the effect of Arg2 overexpression on hepatocyte insulin sensitivity in vitro, primary hepatocytes were transfected with β-galactosidase or Arg2, serum-deprived overnight, then stimulated with 10 nM recombinant insulin. Arg2-overexpressing cultures exhibited enhanced insulin-induced AKT phosphorylation (Fig. 1h, and Supplementary Fig. 6). Together, these data suggested that Arg2 overexpression cell autonomously mitigates hepatocyte fat accumulation, LPS-stimulated inflammatory responses and insulin sensitivity through the AKT pathway.

To define whether suppression of Arg2 correlates with metabolic disease, we compared hepatocyte Arg2 expression in fructose-treated and untreated primary hepatocyte cultures, and in LepR heterozygous (*db/+*) mice with LepR-deficient (*db/db*) diabetic mice, and in mice fed with a high-fat, high-sucrose diet (HFHS, 14 weeks). This revealed significantly reduced Arg2 expression in *db/db* mice and in response to fructose treatment (Fig. 1i). Therefore, Arg2 is induced during fasting and is reduced in states of nutritional excess.

### Liver Arg2 blocks hepatic steatosis and insulin resistance

Forced Arg2 expression in vitro reduced steatosis and enhanced insulin signaling. In vivo, hepatocyte-specific Arg2 overexpression was achieved by delivering adeno-associated virus 8 by tail-vein injection in mice (hereafter, AAV8-Arg2 mice). We fed these mice either a normal chow diet (NCD) or a 5-week high-fructose diet (HFrD, experimental design in Fig. 2a) to test whether forced Arg2 expression in vivo also enhances insulin signaling and reduces hepatic steatosis. We first demonstrated restricted hepatic overexpression of the Arg2 construct by qPCR and western blot analysis, without upregulation in skeletal muscle or brown adipose tissue (Supplementary Fig. 1a). Importantly, we did not observe changes in hepatic *Arg1* mRNA expression in hepatic Arg2-overexpressing mice (Supplementary Fig. 1a). Hepatic Arg2 overexpression significantly increased lean mass and reduced fat mass in NCD and HFrD-fed mice (Fig. 2b, c). Moreover, Arg2 attenuated HFrD-induced weight gain without altering food intake (Supplementary Fig. 1b). Accordingly, indirect calorimetry revealed enhanced basal thermogenesis and oxygen and carbon dioxide exchange in AAV8-Arg2 versus HFrD-fed AAV8-controls (Fig. 2d), without altering light- or dark-cycle movement (Supplementary Fig. 1c).

**Fig. 2:**
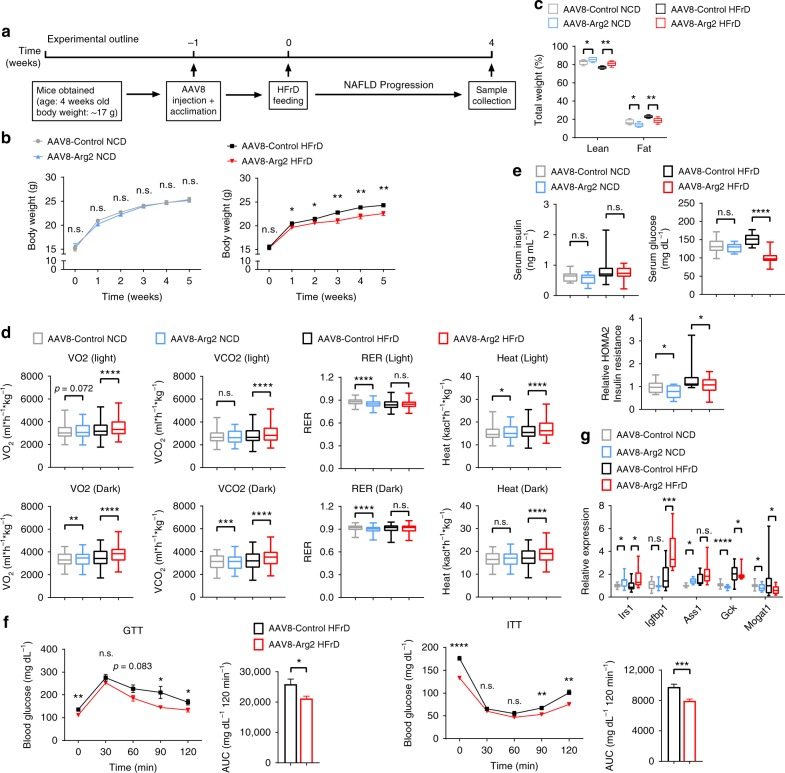
Hepatic Arg2 improves whole-body metabolism and insulin sensitivity. **a** Experimental design to test the role of Arg2 in protection from HFrD feeding. **b**, **c** Body weight (**b**) and echoMRI analysis of body composition (**c**) of AAV8-Control or AAV8-Arg2 WT mice fed NCD (*n* = 6–7 mice per group) or HFrD (*n* = 8 mice per group). **d** Indirect calorimetric quantification of VO_2_, VCO_2_, RER, and energy expenditure during light and dark cycles in AAV8-control and -Arg2 mice fed the indicated diet (*n* = 6 mice for NCD groups and *n* = 8 mice for HFrD groups). **e** Serum insulin (left), serum glucose (middle), and HOMA2 IR (right) in AAV8-control and -Arg2 mice fed NCD or HFrD. **f** Intraperitoneal glucose tolerance test (GTT) and insulin tolerance test (ITT) (*n* = 5 mice per group). **g** Hepatic mRNA expression of insulin-responsive genes. For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. For bar graphs, data represent mean+s.e.m. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001 relative to vehicle treatment, by two-tailed Student’s *t*-test

The generalized fasting response induces peripheral lipolysis to generate substrate for liver fatty acid oxidation and ketogenesis. Analogously, hepatic Arg2 overexpression increased serum-free fatty acid (FFA) in AAV8-Arg2 HFrD mice with no significant changes in serum triglyceride (TG), total cholesterol, and LDL-C (Supplementary Fig. 1d). AAV8-Arg2 mice exhibited lower serum insulin and glucose concentrations in both NCD-fed and HFrD-fed group which resulted in lower HOMA of insulin resistance (HOMA-IR) (Fig. 2e). Glucose tolerance test (GTT) and insulin tolerance testing (ITT) confirmed improved glucose tolerance and insulin sensitivity secondary to hepatic Arg2 overexpression in HFrD-fed mice (Fig. 2f), without effects on glucose or insulin tolerance in NCD-fed mice (Supplementary Fig. 1e). With regard to insulin-responsive gene activation, Arg2 significantly increased expression of insulin receptor substrate 1 (*Irs1*), insulin-like growth factor binding protein 1 (*Igfbp1*), and argininosuccinate synthase 1 (*Ass1*). With regard to genes involved in de novo lipogenesis, only monoacylglycerol O-acyltransferase 1 (*Mogat1*) (Fig. 2g) was reduced in AAV8-Arg2 mice.

Hepatic analysis revealed lower liver weight and liver weight-to-body-weight ratios in HFrD-fed AAV8-Arg2 mice when compared with HFrD-fed AAV8-Controls, whereas no changes were detected between NCD-fed AAV8-Arg2 and AAV8-control groups (Supplementary Fig. 1f). Histological analysis of livers from control and AAV8-Arg2 mice by H&E and Oil Red O staining demonstrated that Arg2 attenuated HFrD-induced hepatic lipid accumulation (Fig. 3a). These findings were confirmed by significantly reduced quantitative intrahepatic triglycerides, cholesterol and low-density lipoprotein cholesterol without changes in hepatic free fatty acids (FFA) (Fig. 3b). Although we observed no changes in serum ALT, AST or albumin in any group (Supplementary Fig. 1g), hepatic inflammatory gene expression (e.g., *Il-1β, Il-6, Tnfα, Ccl2, Cxcl9*) was significantly lower in the livers of AAV8-Arg2 mice when compared with AAV8-Controls in response to HFrD (Fig. 3c). Analysis of major metabolic pathways yielded no consistent changes in de novo lipogenic genes, import export (Cd36/FAT, Mttp), or fatty acid oxidation (*Acox1, Cpt1α, Cpt1β, Ucp2, Pparα, Pgc1α, Fgf21*) in HFrD-fed AAV8-Arg2 mice relative to littermate AAV8-Controls (Supplementary Fig. 1h–j).

**Fig. 3:**
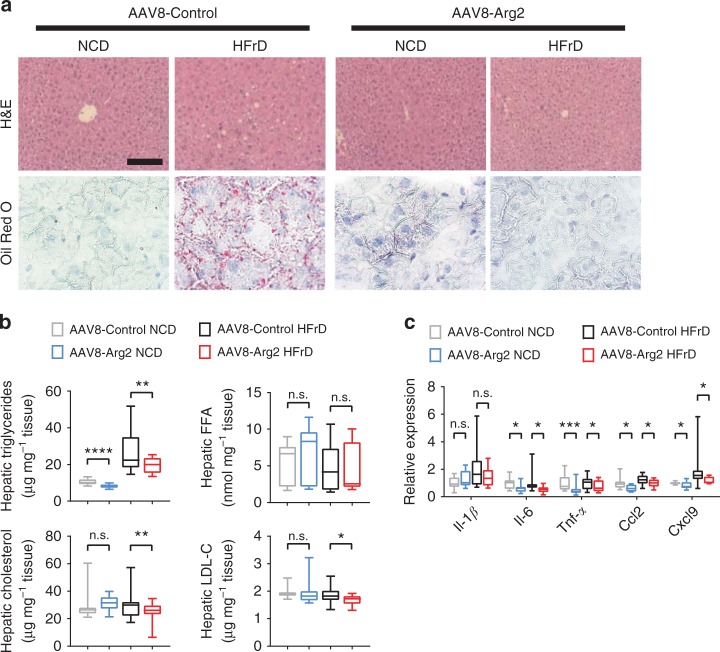
Hepatic Arg2 protects against hepatic steatosis and inflammation. **a** Representative hematoxylin and eosin (H&E)-stained (top) and Oil Red O-stained (bottom) liver sections from AAV8-Control (left) and AAV8-Arg2 (right) mice that were fed NCD or HFrD for 5 weeks. Scale bar, 100 µm. **b** Triglyceride, cholesterol, non-esterified fatty acid, and LDL-C contents in liver of AAV8-Control or AAV8-Arg2 injected WT mice that fed NCD (*n* = 6 to 7 mice per group) or HFrD (*n* = 8 mice per group). **c** Hepatic expression of genes involved in cytokine and chemokine inflammatory responses. Gene expression was normalized to 36B4 mRNA levels. For box plots, the midline represents the median, boxes represent the interquartile range, and whiskers show the full range of values. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001 relative to vehicle treatment, by two-tailed Student’s *t*-test

### Hepatic Arg2 enhances thermogenesis in *db/db* diabetic mice

To address the generalizability of the protective effects of hepatic Arg2, we explored the effects of Arg2 expression in a genetic model of obesity, leptin receptor-deficient (*db/db*) diabetic mice (Experimental outline in Fig. 4a). qPCR and immunoblot analysis confirmed restricted Arg2 overexpression in liver without Arg2 overexpression in visceral white adipose, brown adipose or skeletal muscle tissue (Supplementary Fig. 2a, b). 

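Hepatic *Arg1* and *Arg2* mRNA were also read from the RNA-seq libraries of 5 *db/db* AAV8-Control and 5 *db/db* AAV8-Arg2 livers. The authors deposited each gene's level as CPM, its reads scaled to the total of all reads counted on genes. *Arg2*, listed as ENSMUSG00000021125, lies on the forward strand of chromosome 12 of GRCm38 from 79130777 to 79156301. Its level was 0.292 ± 0.092 CPM (SD, n = 5 livers) in AAV8-Control and 13.8 ± 5.39 CPM (SD, n = 5 livers) in AAV8-Arg2, and every AAV8-Arg2 liver lay above every AAV8-Control liver. The ratio of the group means was 47.1. Only 4 to 12 reads per library gave the control values, so the ratio is imprecise. Reads of the vector's transcript and of the endogenous gene were not told apart. *Arg1*, listed as ENSMUSG00000019987, lies on the reverse strand of chromosome 10 from 24915221 to 24927484. It was at 1318 ± 46.3 CPM (SD, n = 5 livers) in AAV8-Control and 1429 ± 128 CPM (SD, n = 5 livers) in AAV8-Arg2, which is 8.43% higher. On log2(CPM + 1), the log2 fold change of *Arg1* was 0.11 (standard error 0.076, adjusted p = 0.651 from limma with Benjamini-Hochberg adjustment). The adjustment covered the 11027 genes with a mean of at least 1 CPM. A difference in *Arg1* between the groups was not shown (two-sided exact permutation test, p = 0.0794). The log2 fold change of *Arg1* ranged from 0.063 to 0.15 with each liver left out in turn. The paper's qPCR used 8 mice per group, and its text does not state whether the sequenced livers came from these mice.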

Hepatic *Arg1* mRNA was increased by 10% uniquely in this genetically obese model (but not in the HFrD model), whereas hepatic Arg2 increased greater than 20-fold in *db/db* AAV8-Arg2 mice (Supplementary Fig. 2a). Hepatic Arg2 overexpression attenuated body weight gain in *db/db* AAV8-Arg2 mice compared with the *db/db* AAV8-Control mice (Fig. 4b) without changes in total food intake or locomotion (Supplementary Fig. 2c, d). Accordingly, *db/db* Arg2 mice had greater lean mass and lower fat mass (Fig. 4c), which corresponded with significantly higher VO_2_, VCO_2_, and energy expenditure in *db/db* AAV8-Arg2 mice versus *db/db* AAV8-Arg2 control mice. We did not observe changes in food consumption or movement (Fig. 4d, and Supplementary Fig. 2c, d). Hepatic Arg2 overexpression also increased circulating TG, decreased total cholesterol and LDL-C, but it did not change FFA (Supplementary Fig. 2e). Analysis of insulin and glucose homeostasis revealed that serum insulin and homeostatic model assessment of insulin resistance (HOMA2-IR) were significantly decreased in *db/db* AAV8-Arg2 mice (Fig. 4e). Similarly, AAV8-Arg2-treated *db/db* mice exhibited significantly improved insulin tolerance testing (ITT) and trends toward improved glucose tolerance when compared with AAV8-Control injected *db/db* littermates (Fig. 4f). 

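Insulin-responsive genes of Fig. 4g were also read from the sequenced *db/db* livers. *Irs1* was at 13.8 ± 2.76 CPM in AAV8-Control and 20.2 ± 6.69 CPM in AAV8-Arg2 livers (SD, n = 5 livers per group). That is a log2 fold change of 0.47 (standard error 0.22, two-sided exact permutation p = 0.103). *Ass1* was at 1087 ± 188 CPM and 1338 ± 92.1 CPM, a log2 fold change of 0.31 (standard error 0.11, exact permutation p = 0.0317). *Igfbp1* was at 28.4 ± 10.3 CPM and 38.3 ± 29.0 CPM, a log2 fold change of 0.20 (standard error 0.39, exact permutation p = 0.690). The direction of *Igfbp1* rested on AAV8-Arg2 replicate 1, and without that liver its log2 fold change was -0.16. *Mogat1* was at 10.4 ± 1.36 CPM and 8.32 ± 1.68 CPM, a log2 fold change of -0.30 (standard error 0.13, exact permutation p = 0.0794). Of the 30 genes that the paper measured by qPCR in livers of these groups, 29 were analysed here and 26 passed the filter on low levels. By limma, 9 of the 26 genes had an unadjusted p under 0.05. They included *Mogat1* (limma p = 0.0433), *Pck1* (0.0160), *Ppargc1a* (0.0200), *Mttp* (0.0325) and *Ucp2* (0.0278), whose exact permutation p was above 0.05. None of the 26 genes had an adjusted p under 0.05, with 0 genes adjusted over the list alone and 0 over all genes tested. The lowest adjusted p over the list was 0.0868 from limma. The count adjusted over the list alone moved most, to 10 genes, when AAV8-Control replicate 4 was left out.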

Consistent with these physiological findings, gene expression of insulin-responsive genes, *Irs1*, *Igfbp1*, and *Ass1*, were elevated in livers of *db/db* AAV8-Arg2 mice versus AA8-Controls (Fig. 4g). *db/db* AAV8-Arg2 mice exhibited significantly enhanced hepatic AKT phosphorylation relative to *db/db* AAV8-Control littermates (Fig. 4h, and Supplementary Fig. 7). Similarly, analysis of iBAT, skeletal muscle and visceral adipose tissues each revealed trends toward increased AKT phosphorylation in *db/db* AAV8-Arg2 mice relative to *db/db* AAV8-Control littermates (Supplementary Fig. 2f).

**Fig. 4:**
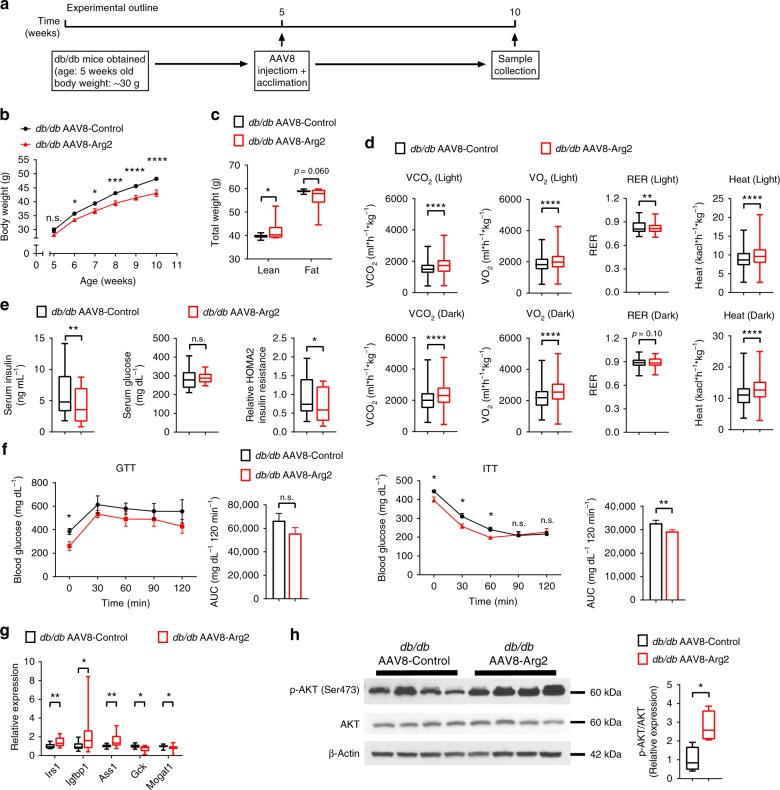
Hepatic Arg2 increases thermogenesis and insulin sensitivity in *db/db* mice. **a** Experiment schematic used to test the role of AAV8-mediated mouse Arg2 overexpression in *db/db* mice. **b**, **c** Body weight (**b**) and body composition (**c**) of AAV8-Control or AAV8-Arg2 injected *db/db* mice (*n* = 8 mice per group). **d** VO_2_, VCO_2_, energy expenditure, and RER during light and dark cycles in AAV8-injected *db/db* mice (*n* = 8 mice per group). **e** Serum insulin (left), glucose (middle), and HOMA2 IR (right) (*n* = 8 per group). **f** Intraperitoneal glucose tolerance test (GTT) (above) and insulin tolerance test (ITT) (below) (*n* = 5 per group). **g** Hepatic mRNA expression of insulin-responsive genes in liver samples from *db/db* AAV8-Control or AAV8-Arg2 mice (*n* = 8 mice per group). Gene expression was normalized to 36B4 mRNA levels. **h** Western blot analysis of total and phosphorylated AKT in liver samples from *db/db* AAV8-Control and AAV8-Arg2 mice (*n* = 4 mice per group). β-actin was probed as a loading control. For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. For bar graphs, data represent mean+s.e.m. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001; n.s., not significant; relative to control treatment, by two-tailed Student’s *t*-test

### Hepatic Arg2 mitigates hepatic steatosis in *db/db* mice

We examined the role of *Arg2* in mediating the major hallmarks of hepatic steatosis and inflammation. Similar to the observations made in HFrD-fed AAV8-Arg2 mice, hepatic *Arg2* overexpression decreased hepatic TG, FFA, and LDL-C content, without significantly altering total hepatic cholesterol in *db/db* AAV8-Arg2 mice (Fig. 5a). Histological analysis of H&E and Oil Red O staining confirmed reduced lipid accumulation in *db/db* AAV8-Arg2 mice when compared with AAV8-control littermates (Fig. 5b). Biochemically, we observed lower serum ALT and trends toward lower AST with elevated serum albumin concentration in *db/db* AAV8-Arg2 mice relative to those *db/db* AAV8-Control mice (Fig. 5c). Attenuated steatosis in *db/db* AAV8-Arg2 mice was paralleled by decreased fatty acid synthetic genes (Fig. 5d), and fatty acid uptake and export genes (Fig. 5e). However, no consistent changes in gluconeogenic or fatty acid oxidation gene programs were observed (Supplementary Fig. 2g). 

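In the sequenced livers, the 7 fatty acid synthetic genes of Fig. 5d were lower on average in AAV8-Arg2. These are *Fasn*, *Scd1*, *Mlxipl* (ChREBP), *Srebf1* (SREBP-1c, with all its transcripts), *Acaca* (ACC1), *Gpam* and *Pparg*, and their log2 fold changes ranged from -0.90 for *Scd1* to -0.17 for *Mlxipl*. *Fasn* was at 1787 ± 739 CPM (SD, n = 5 livers) in AAV8-Control and 1080 ± 627 CPM (SD, n = 5 livers) in AAV8-Arg2. This gave a log2 fold change of -0.77 (standard error 0.38, two-sided exact permutation p = 0.143). *Scd1* was at 20521 ± 10525 CPM and 12177 ± 9783 CPM, a difference smaller than the spread between livers (standard error of the log2 fold change 0.55, exact permutation p = 0.238). *Pparg* was at 30.5 ± 2.78 CPM and 25.6 ± 3.23 CPM, a log2 fold change of -0.25 (two-sided exact permutation test, p = 0.0476). Of the uptake and export genes, *Cd36* was at 427 ± 21.9 CPM and 421 ± 14.9 CPM. The log2 fold change of *Cd36* was -0.021 (standard error 0.060), and it was 0.0092 without AAV8-Control replicate 3. *Mttp* was at 414 ± 44.5 CPM and 359 ± 30.1 CPM, a log2 fold change of -0.20 (standard error 0.084, exact permutation p = 0.0556). AAV8-Control replicate 4 had the lowest level of the control livers for *Fasn*, *Scd1*, *Mlxipl*, *Srebf1*, *Acaca* and *Gpam*. Without that liver the log2 fold change was -1.07 for *Fasn*, -1.32 for *Scd1*, -0.67 for *Acaca* and -0.78 for *Gpam*. Each of these 4 genes then had an adjusted p of 0.0477 from limma, adjusted over the list alone. AAV8-Control replicate 4 was picked out after its values were seen. On log2(CPM + 1), its gap to the nearest control, divided by the range of the controls, was 0.404 to 0.630 for these 4 genes. That is under the limit of 0.71 for a liver set apart. Leaving out other single livers shrank the log2 fold changes to as little as -0.58 for *Fasn* and -0.56 for *Scd1*. For *Acaca* and *Gpam* they shrank to as little as -0.28 and -0.31.

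**Figure D1:**
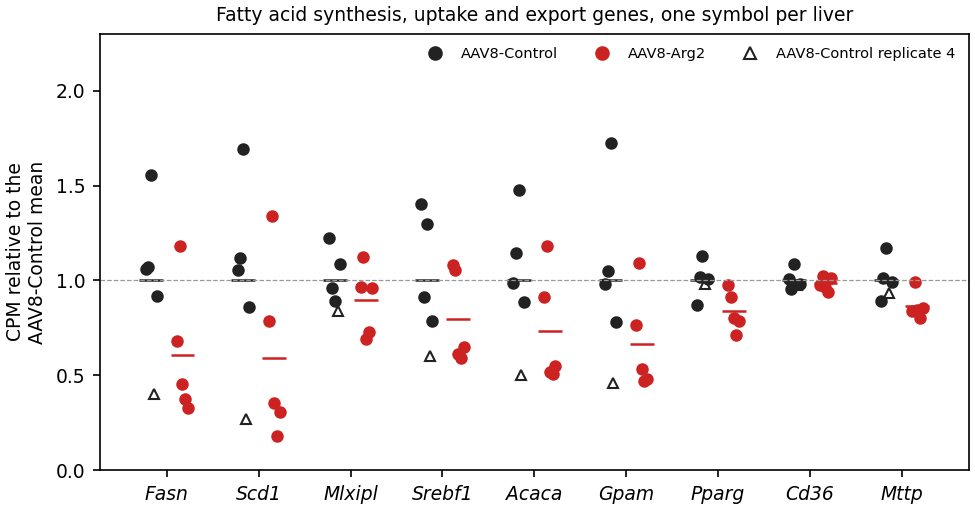
CPM of 9 genes of fatty acid synthesis, uptake and export in each liver, divided by the mean of the 5 AAV8-Control livers for that gene (linear axis, horizontal lines are group means). AAV8-Control livers are black, AAV8-Arg2 livers are red, and AAV8-Control replicate 4 is an open triangle, which lies lowest among the controls for *Fasn*, *Scd1*, *Mlxipl*, *Srebf1*, *Acaca* and *Gpam*.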

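Of the gluconeogenic genes, *Pck1* was at 1976 ± 566 CPM in AAV8-Control and 3255 ± 1088 CPM in AAV8-Arg2 livers (SD, n = 5 livers per group). Its log2 fold change was 0.69 (standard error 0.25, two-sided exact permutation p = 0.0714). *G6pc* was at 440 ± 38.9 CPM and 548 ± 131 CPM, a log2 fold change of 0.28 (standard error 0.16, exact permutation p = 0.159). With each liver left out in turn, the log2 fold change of *G6pc* ranged from 0.19 to 0.45, highest without AAV8-Arg2 replicate 4. *Fbp1* was at 1863 ± 147 CPM and 1879 ± 160 CPM, a log2 fold change of 0.012 (standard error 0.085), and this difference was -0.0088 when libraries were scaled by DESeq2's size factors. Among the genes of mitochondrial and fatty acid oxidation programs, *Ppargc1a* was at 17.0 ± 4.27 CPM and 23.2 ± 4.51 CPM, a log2 fold change of 0.44 (standard error 0.17, exact permutation p = 0.0714). *Ucp2* was at 73.4 ± 9.17 CPM and 57.2 ± 14.4 CPM, a log2 fold change of -0.38 (standard error 0.15, exact permutation p = 0.0952). For *Cpt1a*, *Ppara* and *Fgf21*, the log2 fold changes were 0.019, -0.048 and -0.44, and the exact permutation p lay between 0.325 and 0.778. The sign for *Cpt1a* and *Ppara* was not stable, at -0.0016 for *Cpt1a* with DESeq2's size factors and 0.043 for *Ppara* without AAV8-Arg2 replicate 2. The log2 fold change of *Fgf21* stayed negative but ranged from -0.75 to -0.24 with each liver left out in turn. *Cpt1b* was at 0.178 ± 0.0501 CPM and 0.122 ± 0.0787 CPM, under the filter on low levels, and was not tested in the main fit.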

Arg2 overexpression also attenuated the hepatic inflammatory gene expression response, as assessed by qPCR analysis of *Il-1β, Il-6, Tnf-α, Ccl2,* and *Cxcl9* in *db/db* mice as compared with their littermate controls at 10 weeks of age (Fig. 5f). Moreover, in hepatic tissue extracts and in serum, only hepatic alanine was significantly altered in *db/db* AAV8-Arg2 mice versus *db/db* AAV8-Control mice after multiple comparison correction, as quantified by targeted metabolomic analysis (Supplementary Table 1). 

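In the sequenced livers, *Cxcl9* was at 36.2 ± 36.3 CPM in AAV8-Control and 7.32 ± 2.23 CPM in AAV8-Arg2 (SD, n = 5 livers per group). Its log2 fold change was -1.66 (standard error 0.52, two-sided exact permutation p = 0.0238). Adjusted over the list of genes measured by qPCR, p was under 0.05 in 7 of 23 alternative fits, as in edgeR's quasi-likelihood test with DESeq2's size factors (0.0479), and ranged from 0.0121 to 0.208 over them. The control mean rested largely on AAV8-Control replicate 4, at 95.2 CPM, and the log2 fold change was -1.18 without it. *Il1b* was at 1.25 ± 0.801 CPM and 0.787 ± 0.352 CPM, a log2 fold change of -0.30 (standard error 0.20, exact permutation p = 0.286). AAV8-Control replicate 1 held 2.67 CPM of *Il1b*, and the other control livers held 0.725 to 1.01 CPM. *Tnf* was at 0.270 ± 0.160 CPM and 0.203 ± 0.0351 CPM, which were 3 to 15 reads per library (two-sided exact permutation test, p = 0.571). *Ccl2* was at 0.804 ± 0.432 CPM and 0.397 ± 0.279 CPM (two-sided exact permutation test, p = 0.119). Both were under the filter on low levels and were not tested in the main fit. In the 6 alternative fits that tested *Ccl2*, the p adjusted over the list of genes measured by qPCR (limma, edgeR or DESeq2) lay between 0.109 and 0.151. *Il6* was not analysed here.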

Surprisingly, no significant steady-state changes in urea cycle intermediaries or in arginine itself were defined in serum or hepatic extracts from *db/db* AAV8-Control and *db/db* AAV8-Arg2 mice.

**Fig. 5:**
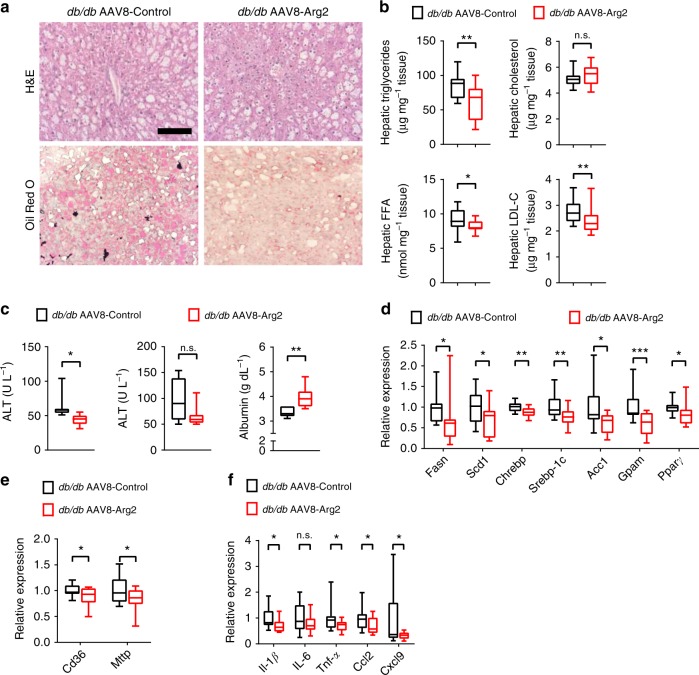
Hepatic Arg2 attenuates hepatic steatosis and inflammation in *db/db* mice. **a** Representative hematoxylin and eosin (H&E)-stained (top) and Oil Red O-stained (bottom) liver sections from AAV8-Control (left) and AAV8-Arg2 (right) *db/db* mice at 10 weeks of age. Scale bar, 100 μm. **b** Triglyceride, cholesterol, non-esterified fatty acid, and LDL-C contents in liver of AAV8-Control and AAV8-Arg2 injected *db/db* mice (*n* = 8 mice per group). **c** Serum ALT (left), AST (middle), and albumin (right) in *db/db* AAV8-Control and AAV8-Arg2 mice (*n* = 7 mice per group). **d**, **e** Hepatic mRNA expression of the indicated genes involved in de novo lipogenesis (**d**), and fatty acid uptake and export (**e**) in *db/db* AAV8-Control and AAV8-Arg2 mice (*n* = 8 mice per group). Gene expression was normalized to 36B4 mRNA levels. **f** Inflammatory mediator mRNA expression by qPCR in liver from *db/db* AAV8-Control and AAV8-Arg2 mice (*n* = 8 mice per group). For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001; n.s., not significant; relative to control treatment, by two-tailed Student’s *t*-test

### Higher cholesterol and insulin in Arg2ASO *db/db* mice

Hepatic Arg2 overexpression protected mice from diet- and genetically-induced insulin resistance, adiposity and hepatic steatosis and inflammation. To examine the consequences of liver-selective Arg2 deficiency, we treated *db/db* mice with either scrambled or Arg2-directed antisense oligonucleotides, followed by metabolic assessment (Fig. 6a). This resulted in significant hepatic Arg2 mRNA knockdown without knockdown in iBAT, SKM or WAT (Supplementary Fig. 3a) or in kidney (not shown). There were no hepatic changes in *Arg1* mRNA expression (Supplementary Fig. 3a). Endpoint total body weight, total fat mass, and fat percentage did not significantly change (Fig. 6b), although food consumption was slightly lower in liver Arg2-deficient mice (Supplementary Fig. 3b), and core temperature was lower in *db/db* Arg2 ASO-treated mice when compared with *db/db* Control ASO-treated mice (Fig. 6c).

**Fig. 6:**
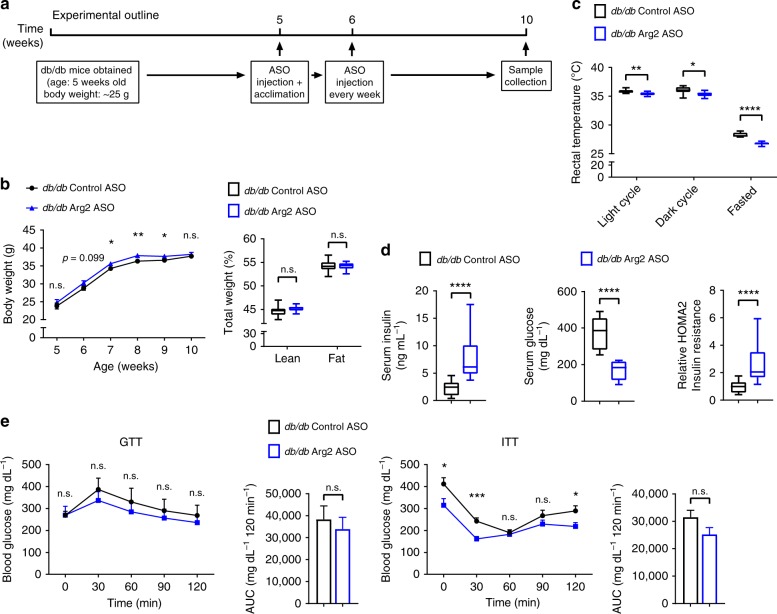
Hepatic Arg2 deficiency exacerbates hyperinsulinemia in *db/db* mice. **a** Experiment schematic used to test the role of hepatic Arg2 knockdown in *db/db* mice. **b** Body weight and body composition of Control ASO or Arg2 ASO-treated *db/db* mice (*n* = 8 mice per group). **c** Rectal temperature in *db/db* Control ASO or Arg2 ASO mice (*n* = 8 mice per group). **d** Serum insulin (left), glucose (middle), and HOMA2 IR (right) in Control ASO or Arg2 ASO-treated *db/db* mice (*n* = 8 mice per group). **e** Intraperitoneal glucose tolerance test (GTT) and insulin tolerance test (ITT) (*n* = 5 mice per group). For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. For bar graphs, data represent mean+s.e.m. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001; n.s., not significant; relative to control treatment, by two-tailed Student’s *t*-test

Quantifying serum parameters in *db/db* Arg2 ASO-treated mice revealed lower serum triglycerides and glucose, but elevated total cholesterol and LDL cholesterol as well as elevated insulin and calculated HOMA2 in *db/db* Arg2 ASO-treated mice when compared with *db/db* Control ASO-treated mice (Fig. 6d, and Supplementary Fig. 3c), although fasting glucose was lower in Arg2 ASO mice, in concordance with lower gluconeogenic gene (*G6pc* and *Fbp1*) expression (Fig. 6d, and Supplementary Fig. 3d). Total areas under the insulin- and glucose tolerance testing curves were unchanged in *db/db* Control versus Arg2 ASO-treated mice (Fig. 6e).

### Liver steatosis and inflammation after liver Arg2 knockdown

We next examined hepatic effects of liver Arg2 deficiency in *db/db* mice. Total liver weight and liver weight-to-body weight ratios were elevated in liver Arg2-deficient mice (Fig. 7a). Concomitantly, liver Arg2-deficient *db/db* mice exhibited increased neutral lipid accumulation, as determined by routine histological and Oil Red O analyses (Fig. 7b). Accordingly, hepatic triglycerides, total cholesterol and LDL-C and serum ALT and AST were all increased (Fig. 7c), without alterations in hepatic synthetic function in liver Arg2-deficient mice versus *db/db* controls (Fig. 7d). Hepatic inflammatory marker gene expression of *Il-6, Tnf-α, Ccl2,* and *Cxcl9* was increased in hepatic Arg2-deficient *db/db* mice versus *db/db* controls (Fig. 7e). Whereas gluconeogenic gene expression in Arg2-deficient *db/db* livers (Supplementary Fig. 3d), genes involved in de novo lipogenesis: *Scd1, Gpam,* and *Pparγ* were elevated in Arg2-deficient *db/db* livers when compared with *db/db* controls.

**Fig. 7:**
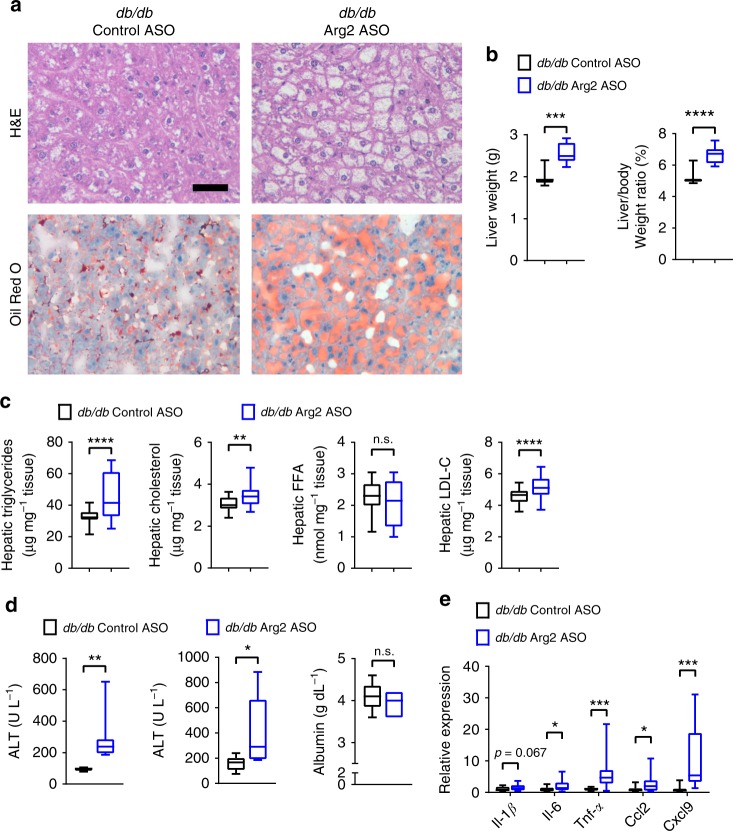
Hepatic Arg2 deficiency exacerbates hepatic steatosis and inflammation in *db/db* mice. **a** Representative hematoxylin and eosin (H&E)-stained (top) and Oil Red O-stained (bottom) liver sections from Control ASO and Arg2 ASO *db/db* mice at 10 weeks of age. Scale bar, 100 μm. **b** Liver weight and liver weight-to-body weight ratio in Control ASO and Arg2 ASO *db/db* mice. **c** Triglyceride, cholesterol, non-esterified fatty acid, and LDL-C contents in liver of AAV8-Control and AAV8-Arg2 injected *db/db* mice (*n* = 8 mice per group). **d** Serum ALT (left), AST (middle), and albumin (right) in *db/db* AAV8-Control and AAV8-Arg2 mice (*n* = 7 mice per group). **e** Hepatic mRNA expression of the indicated genes involved in hepatic inflammation in *db/db* Control and Arg2 ASO mice (*n* = 8 mice per group). For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001; n.s., not significant; relative to control treatment, by two-tailed Student’s *t*-test

### Transcriptomics reveal inverse Arg2-Rgs16 regulation

To explore potential mechanisms by which hepatic Arg2 overexpression improves hepatic lipid homeostasis, inflammation and insulin sensitivity, we examined unbiased transcriptional profiling by RNA-seq to analyze transcriptomic changes in the livers of *db/db* AAV8-Arg2 mice and AAV8-Control mice. 

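RNA was sequenced from the livers of 5 *db/db* AAV8-Control mice, whose vector encoded enhanced green fluorescent protein, and 5 *db/db* AAV8-Arg2 mice. The mice were 10 weeks old, and the sample labels place collection 5 weeks after injection. The labels name liver as the tissue and also mention cultured primary hepatocytes and adenovirus, so they conflict, and the paper's description of liver tissue is followed. Single reads of 50 bases were aligned to Ensembl release 76 with STAR and counted on genes with featureCounts by the authors. The deposited table gives CPM for 15126 protein-coding genes, and 110 of its lines repeat a gene with the same values. In each library 100% of the values were whole numbers of reads divided by that library's total, so the reads could be recovered. The totals ranged from 19499795 to 35498596 reads in AAV8-Control (median 20769191) and from 21656201 to 26124038 reads in AAV8-Arg2 (median 23906945). The listed genes held 97.5% to 98.3% of each library's reads. A single read stood for 0.0282 to 0.0513 CPM. A count of 0 allows up to 3 reads, which is 0.0845 to 0.154 CPM, and this limit covers counting error only. The comparison of the groups used limma with a trended prior on log2(CPM + 1). Fold changes on this scale understate the change of genes near or below 1 CPM. On the recovered reads, edgeR's quasi-likelihood test with TMM normalization called 2 genes at an adjusted p under 0.05, the same number as limma. Neither the labels nor the paper's text gives a sequencing batch or date.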

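Principal component analysis was run on log2(CPM + 1) of all tested genes, centred and not scaled. The first component held 30.7% of the variance, the second 17.1% and the third 13.7%. The scores of AAV8-Control and AAV8-Arg2 livers overlapped along the first component (two-sided exact permutation test, p = 0.0952) and along the second (p = 0.317, same exact test). Of the total squared distance between libraries, 15.3% lay between the groups, where random groups of 5 give 11.1% on average (exact permutation test over 252 assignments, p = 0.135). The shares moved most with CPM on the linear scale, to 47.7% for the first component and 33.3% for the second, and the distance between groups then had an exact permutation p of 0.460.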

Principal component analyses revealed distinct gene clusters between *db/db* and *db/db* AAV8-Arg2 groups (Fig. 8a). This was corroborated by unsupervised gene-level clustering revealing distinctive patterns of significantly upregulated and downregulated genes when comparing *db/db* AAV8-Arg2 and *db/db* AAV8-Control mice (Fig. 8b). 

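Clustering of the libraries over all tested genes, by average linkage on Pearson correlation, gave a tree that was cut into 2 clusters. The first cluster held the 5 AAV8-Control livers and AAV8-Arg2 replicates 1 and 2, and the second held AAV8-Arg2 replicates 3, 4 and 5. So 8 of the 10 libraries sat in the cluster of their group. The correlation between libraries was 0.986 to 0.993 within groups and 0.980 to 0.994 between groups. By limma, 877 genes had an unadjusted p under 0.05, of which 550 were higher and 327 were lower in AAV8-Arg2. With a change of at least 1.5-fold as well, 34 genes remained, 17 higher and 17 lower. The split by direction was not stable. Genes with an unadjusted p under 0.05 were 527 higher and 456 lower with DESeq2's size factors, 1184 higher and 325 lower without AAV8-Arg2 replicate 1, and 311 higher and 375 lower without AAV8-Arg2 replicate 3. With the change of at least 1.5-fold, they were 63 higher and 128 lower with DESeq2's Wald test. An adjusted p under 0.05 was reached by 2 genes, both higher. The groups did not overlap for 100 genes, or 0.907% of those tested, and chance gives 0.794%. The number with an adjusted p under 0.05 moved most with DESeq2's Wald test on the recovered reads, to 19 genes.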

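For each of 15 pathways named in the text or in Fig. 8c, a gene list was written by hand, as the KEGG sets were not used here. The lists were tested with camera on log2(CPM + 1), at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 15 lists. The study chose these pathways on the same libraries, so the test is not independent evidence. For phosphatidylinositol signaling, 50 of 71 genes were higher in AAV8-Arg2, with a median log2 fold change of 0.055 (adjusted p = 0.00890 from limma's camera). For mTOR signaling, 59 of 81 genes were higher, with a median of 0.058 (adjusted p = 0.0109). For FoxO signaling, 76 of 101 genes were higher, with a median of 0.081 (adjusted p = 0.00137). Without AAV8-Arg2 replicate 5, the adjusted p for mTOR signaling was 0.0510. None of the 15 calls held under the other tests that were run. With a correlation estimated for each list, 0 lists had an adjusted p under 0.05 and 1 an unadjusted p under 0.05, with adjusted p from 0.150 to 0.427. With limma's rotation test fry, 0 lists had an adjusted p under 0.05 and 2 an unadjusted p under 0.05, with adjusted p from 0.195 to 0.285.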

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed genes revealed enhanced phosphatidylinositol signaling, mTOR and FOXO signaling, consistent with enhanced hepatic insulin signaling. Conversely, consistent with fasting-state cellular physiology, significant downregulation of fructose, mannose, amino acid and nucleotide sugar metabolism, fatty acid elongation and biosynthesis, and carbon/pyruvate metabolism (Fig. 8c). 

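The other 12 lists were lower in AAV8-Arg2 at an adjusted p under 0.05 from camera. In the list for fructose and mannose metabolism, 9 of 28 genes were higher, with a median log2 fold change of -0.051 (adjusted p = 0.00280). In amino sugar and nucleotide sugar metabolism, 10 of 41 genes were higher, with a median of -0.063 (adjusted p = 0.000569). Fatty acid elongation had a median of -0.060 over 25 genes, and fatty acid biosynthesis a median of -0.13 over 14 genes, of which 1 was higher. Pyruvate metabolism had a median of -0.13 over 32 genes, and carbon metabolism a median of -0.053 over 83 genes. The smallest adjusted p, 4.95e-14 at the preset correlation, belonged to oxidative phosphorylation, where 7 of 89 genes were higher and the median was -0.096. For this list the adjusted p was 0.150 from camera with an estimated correlation and 0.195 from fry. These shifts are small beside the 1.5-fold change used for single genes, and 41 of the 83 genes of carbon metabolism also belong to another list.

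**Figure D2:**
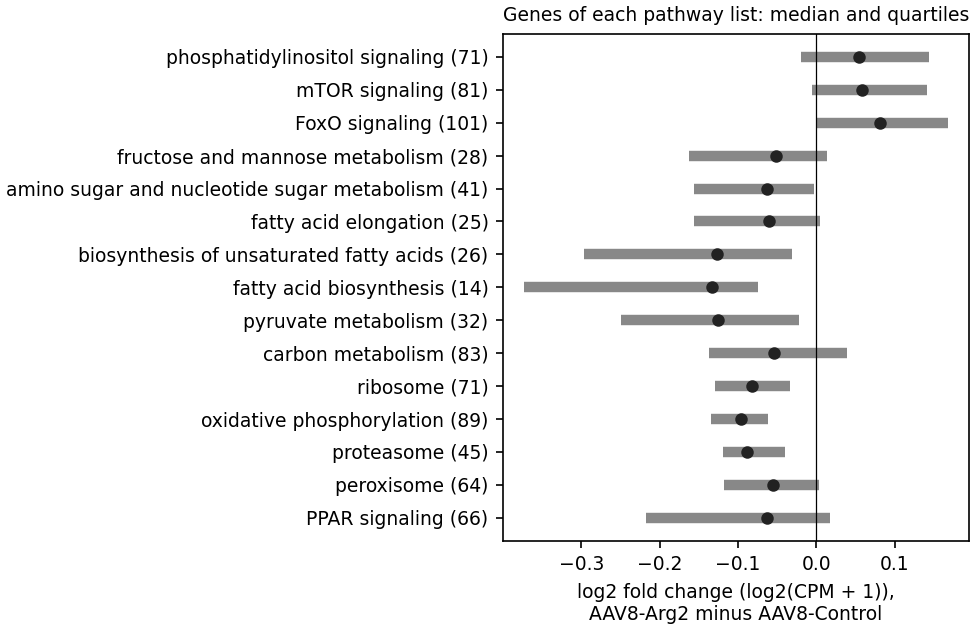
Log2 fold change on log2(CPM + 1) of the genes of each pathway list, AAV8-Arg2 minus AAV8-Control (points are medians, bars run between the quartiles, numbers of genes are in parentheses). The 3 signaling lists have medians above 0, up to 0.081, and the other 12 lists have medians below 0.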

Volcano plot analysis confirmed upregulation of Arg2 gene expression in *db/db* AAV8-Arg2 mice, and identified the hepatocyte regulator of G-protein signaling 16 (RGS16) as among the most highly suppressed genes in *db/db* AAV8-Arg2 mice (Fig. 8d). 

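In the comparison across genes, *Arg2* had the smallest p, with a log2 fold change on log2(CPM + 1) of 3.44 (standard error 0.20, adjusted p = 4.77e-06 from limma). With each liver left out in turn, its log2 fold change stayed between 3.26 and 3.60, and its adjusted p stayed under 0.05 in all 10 fits. As the control level of *Arg2* was below 1 CPM, this scale understates its change, and the log2 ratio of the mean CPM was 5.56. *Rgs16*, listed as ENSMUSG00000026475, lies on the forward strand of chromosome 1 of GRCm38 from 153740349 to 153745468. Among the 4865 genes that were lower in AAV8-Arg2, it ranked 1 by fold change and 2 by p, and it ranked 7 by p among all genes. Its log2 fold change was -1.74 (standard error 0.37, adjusted p = 0.617 from limma). The rank by p moved most, to 36, without moderation across genes. The rank by fold change moved most, to 137, with DESeq2, which had 7632 lower genes and no filter on low levels. In DESeq2 the log2 fold change of *Rgs16* was -1.80. The other gene past an adjusted p of 0.05 was *Ppl*, which encodes periplakin and lies on the reverse strand of chromosome 16 from 5086291 to 5132421. Its level was 27.4 ± 2.66 CPM in AAV8-Control and 41.1 ± 2.21 CPM in AAV8-Arg2 (SD, n = 5 livers per group), a log2 fold change of 0.57 (standard error 0.075, adjusted p = 0.0232 from limma). The adjusted p of *Ppl* stayed under 0.05 in 3 of the 10 fits that each left out a liver. By p, the next higher genes with no overlap between groups were *Sds*, *Mt1* and *Atxn7l2*, at log2 fold changes of 0.53, 0.72 and 0.54. The lower ones were *Rarres1*, *Cmas*, *Siglece*, *Inhbc* and *Gclc*, at -0.52, -0.31, -0.41, -0.25 and -0.23. None of these 8 genes had an adjusted p under 0.05 (lowest 0.411, from limma), and all 8 had an unadjusted p under 0.05. In DESeq2's test, *Sds*, *Mt1*, *Rarres1*, *Cmas* and *Inhbc* had an adjusted p under 0.05.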

In light of the described pathogenic role of RGS16 in hepatic steatosis^35^, we further interrogated whether Arg2 and RGS16 anti-correlate in multiple models of metabolic disease. In *db/+* mice, in wild-type mice overexpressing Arg2 and in *db/db* AAV8-Arg2 mice, we observed an inverse relationship between Arg2 and Rgs16 expression (Fig. 8e). Moreover, hepatic *Rgs16* mRNA and protein levels were significantly suppressed by direct Arg2 expression in the livers of chow and HFrD-fed and *db/db* AAV8-Arg2 mice (Fig. 8f, g, and Supplementary Fig. 8), whereas hepatic Arg2-deficient mice exhibited upregulated hepatic *Rgs16* mRNA (Supplementary Fig. 4). Together, the data identify an inverse relationship between hepatic Rgs16 and Arg2.

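In the *db/db* AAV8-Control libraries 1 to 5, *Rgs16* was at 44.3, 159, 97.9, 89.2 and 56.1 CPM and *Arg2* at 0.308, 0.193, 0.282, 0.437 and 0.242 CPM. In the AAV8-Arg2 libraries 1 to 5, *Rgs16* was at 20.5, 45.9, 17.0, 34.8 and 12.5 CPM and *Arg2* at 14.7, 8.00, 14.5, 9.79 and 21.9 CPM. Livers of the groups form separate clusters in *Arg2*, so a pooled correlation would restate the difference between groups. Within the AAV8-Arg2 group, the Pearson correlation of *Arg2* and *Rgs16* on log2(CPM + 1) was -0.98 (n = 5 livers, two-sided exact permutation p = 0.0167 over all 120 orderings) and the rank correlation -0.90 (exact permutation p = 0.0833). Within the AAV8-Control group, where *Arg2* rested on 4 to 12 reads, these were -0.27 (exact permutation p = 0.675) and -0.50 (exact permutation p = 0.450). The tests within groups were added after the values were seen. The *db/+* mice and the wild-type mice that overexpress Arg2 were not analysed here.

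**Figure D3:**
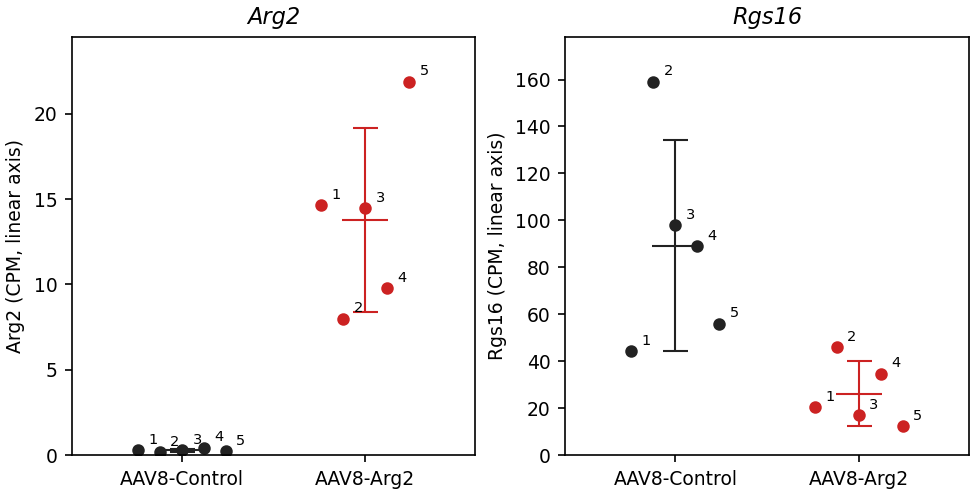
CPM of *Arg2* (left) and *Rgs16* (right) on linear axes in each AAV8-Control (black) and AAV8-Arg2 (red) liver, with the mean and SD of each group and the replicate number beside each point. All AAV8-Arg2 livers lie above all AAV8-Control livers for *Arg2*, and for *Rgs16* the highest AAV8-Arg2 liver (45.9 CPM) lies above the lowest AAV8-Control liver (44.3 CPM).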

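In the sequenced *db/db* livers, *Rgs16* averaged 89.3 ± 45.0 CPM (SD, n = 5 livers) in AAV8-Control and 26.1 ± 13.9 CPM (SD, n = 5 livers) in AAV8-Arg2, which is 70.7% lower. The groups differed in a single comparison (two-sided exact permutation test on log2(CPM + 1), p = 0.0159, where 5 livers against 5 allow no p below 0.00794). With each liver left out in turn, the log2 fold change stayed between -1.98 and -1.50, and the adjusted p from limma was under 0.05 in 0 of the 10 fits. Over the 23 alternative fits it was under 0.05 in 2, at 0.0474 with DESeq2's Wald test and 0.0123, the lowest, in limma with the replicate number as a block, and the highest was 0.970 in limma without AAV8-Arg2 replicate 5. Libraries with the same number deviated together beyond chance (mean correlation 0.185, exact permutation p = 0.0167, a test chosen after the data were seen). As only 4 of the 5 pairs had a correlation above 0.1, the number was not taken as a pairing. The other mice of these panels and the RGS16 protein were not analysed here.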

**Fig. 8:**
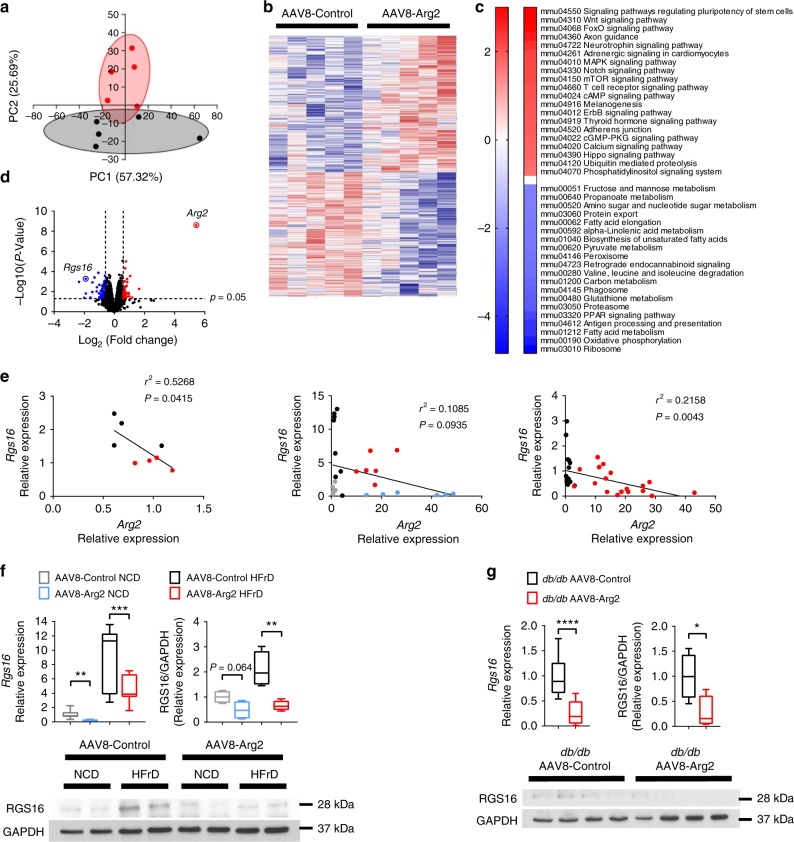
Inverse Arg2-RGS16 regulatory relationship is identified by unbiased transcriptomics. **a** Principal component analysis of transcriptomic data from *db/db* AAV8-Control and AAV8-Arg2 livers. **b** Heat map demonstrating gene-level regulation in *db/db* AAV8-Control and AAV8-Arg2 livers. **c** KEGG pathway analysis demonstrating top up- and downregulated gene pathways in *db/db* AAV8-Arg2 livers. **d** Volcano plot demonstrating significantly altered genes by expression level and *P*-value. RGS16 and Arg2 are highlighted as highly regulated genes identified within the dataset. **e** Linear regression analysis demonstrating inverse Arg2 and RGS16 correlation in (left to right:) *db/+* versus *db/db* livers, in HFrD-fed AAV8-control and AAV8-Arg2 mice, and in *db/db* AAV8-control and AAV8-Arg2 mice. **f**, **g** RGS16 gene expression and protein abundance in HFrD-fed (**f**) and *db/db* (**g**) AAV8-control and AAV8-Arg2 mouse livers. For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001; n.s., not significant; relative to control treatment, by two-tailed Student’s *t*-test

### Hepatic Rgs16 reconstitution reverses hepatic Arg2 effects

We next examined the hypothesis that genetic reconstitution of hepatic RGS16 in the context of Arg2 overexpression would reverse the improvements in hepatic steatosis, inflammation and insulin and glucose intolerance observed in Arg2-treated *db/db* mice. To that end, we treated *db/db* AAV8-Control and AAV8-Arg2 mice with adenovirus encoding GFP (Ad-Control) or RGS16 (Ad-*Rgs16*, Experimental outline, Fig. 9a). We confirmed Arg2 overexpression, Rgs16 suppression and mild Rgs16 reconstitution in response to our AAV8 and adenoviral manipulation (Supplementary Fig. 5a, b). In *db/db* mice, Arg2 overexpression attenuated weight gain, increased fat mass and decreased lean mass, although we noted the weight bifurcation occurred later in the adenovirus-treated cohorts (Fig. 9b) than in the control cohorts (Fig. 4b). Nevertheless, these changes were reversed by RGS16 reconstitution in *db/db* AAV8-Arg2 mice when compared with Ad-Control-treated mice (Fig. 9b, c). *db/db* AAV8-Arg2 mice again exhibited enhanced energy expenditure and oxygen consumption by indirect calorimetry when compared with *db/db* AAV8-control mice without altering locomotion or food consumption (Fig. 9d, and Supplementary Fig. 5c, d). However, RGS16 reconstitution reversed the energetic enhancements in *db/db* AAV8-Arg2 mice (Fig. 9d). Accordingly, Rgs16 reconstitution substantially exacerbated insulin resistance in *db/db* mice as defined by serum insulin, glucose, and HOMA2-IR (Fig. 9e). This was further confirmed by glucose and insulin tolerance testing (Fig. 9f). Hepatic insulin sensitivity, as quantified by insulin-stimulated AKT phosphorylation, was impaired by Rgs16 expression in the liver (Fig. 9g, and Supplementary Fig. 9) when compared with *db/db* AAV8-Arg2 mice treated with Ad-Control.

**Fig. 9:**
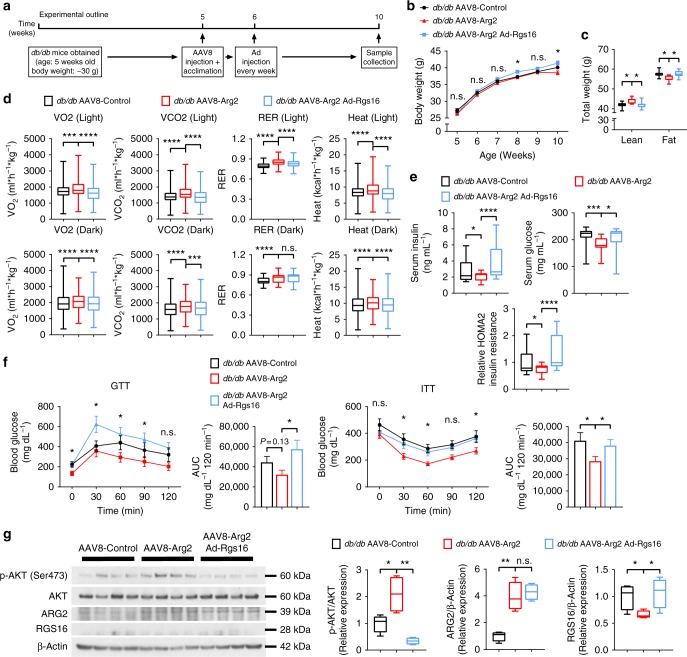
Hepatic RGS16 reconstitution reverses *Arg2*-mediated improvements in peripheral fat accumulation and glucose homeostasis. **a** Experimental schematic used to test the role of AAV8-mediated mouse Arg2 and Ad-RGS16 overexpression in *db/db* mice. **b** Body weight and **c** body composition of AAV8-Control or AAV8-Arg2 *db/db* mice expressing Ad-Control or Ad-RGS16 (n = 8 per group). **d** VO_2_, VCO_2_, energy expenditure, and RER during light and dark cycles in AAV8-Control or AAV8-Arg2 *db/db* mice expressing Ad-Control or Ad-RGS16 (*n* = 8 per group). **e** Serum insulin (left), glucose (middle), and HOMA2 IR (right) in AAV8-Control or AAV8-Arg2 *db/db* mice expressing Ad-Control or Ad-RGS16 (*n* = 8 per group). **f** Intraperitoneal GTT and ITT (*n* = 5 mice per group). **g** Western blot analysis of total and phosphorylated AKT in liver samples from *db/db* AAV8-Control and AAV8-Arg2 mice (*n* = 4 mice per group). For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. For bar graphs, data represent mean+s.e.m. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001; n.s., not significant; relative to control treatment, by two-tailed Student’s *t*-test

In the liver, Arg2 decreased hepatic TG, cholesterol, FFA, and LDL-C in *db/db* Arg2 mice, and these effects were significantly reversed upon Rgs16 reconstitution in *db/db* AAV8-Arg2 mice (Fig. 10a) with no significant changes detected in serum TG, cholesterol, FFA and LDL-C (Supplementary Fig. 5e). Histological analysis by H&E and Oil Red O demonstrated that Arg2 overexpression reduced hepatic lipid accumulation, which was reversed in *db/db* mice also expressing AdRGS16 (Fig. 10b). Similarly, serum ALT, AST as well as hepatic inflammatory marker expression in *db/db* mice were each significantly elevated in *db/db* AAV8-Arg2 mice expressing Ad-Rgs16 as compared with *db/db* AAV8-Arg2 Ad-Control littermates (Fig. 10c, d). Rgs16 overexpression reversed Arg2 effects on *Igfbp1* expression, and RGS16 overexpression generally increased genes involved in de novo lipogenesis in liver, including *Chrebp, Acc1, Gpam,* and *Pparγ* (Fig. 10e). However, the expression of mRNAs encoding beta oxidation and fatty acid uptake and export were largely unchanged by hepatic Arg2 overexpression or Rgs16 reconstitution (Supplementary Fig. 5f).

**Fig. 10:**
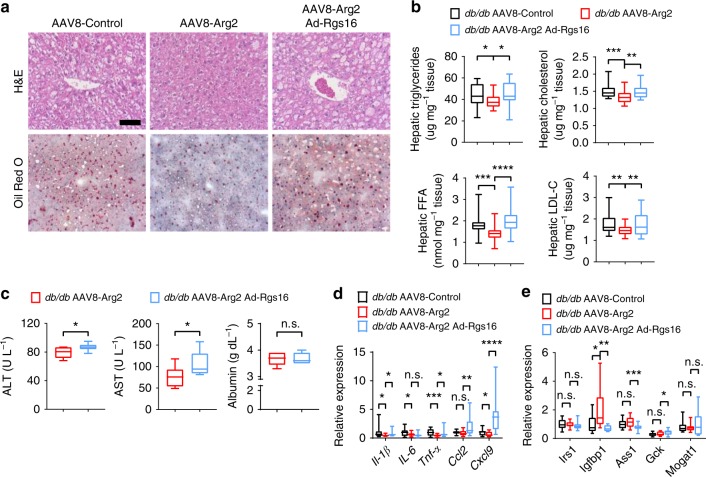
Hepatic RGS16 reconstitution reverses *Arg2*-mediated improvements in hepatic fat accumulation. **a** H&E and Oil Red O-stained liver sections from *db/db* AAV8-Control and AAV8-Arg2 mice treated with Ad-GFP or Ad-RGS16. Scale bar, 100 µm. **b** Hepatic triglycerides, cholesterol, non-esterified fatty acids and LDL-C in livers from *db/db* AAV8-Control and AAV8-Arg2 mice treated with Ad-GFP or Ad-RGS16. **c** Serum ALT, AST and albumin in *db/db* AAV8-Arg2 mice expressing Ad-GFP or Ad-RGS16. **d** Hepatic inflammatory gene marker mRNA by qPCR. **e** mRNA expression of insulin-responsive genes by qPCR (*n* = 8 mice per group). For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001; n.s., not significant; relative to control treatment, by two-tailed Student’s *t*-test

## Discussion

Arginases are ancient, highly conserved enzymes^36,37^, the purpose of which is long considered to be conversion of L-arginine to urea and ornithine^36–43^. More recently, these enzymes have been implicated in the biosynthesis of polyamines, and in proline, glutamate, creatine, and agmatine biosynthesis as well^38,40,42,44^. The two vertebrate arginases, type I and type II evolved separately from an early gene duplication event^36^, which ultimately manifests as both distinct and overlapping enzymatic functions, which yet remain to be fully appreciated^42^. We demonstrate here that Arg2 is more profoundly induced during fasting in liver versus Arg1. This opens the possibility now that the arginases regulate fasting biology in the liver. Although the total abundance of Arg1 is much greater than that of Arg2 in the basal setting^42^, the data here suggest that Arg1 and Arg2 are in fact differentially regulated during fasting, and may thus serve divergent functions as part of the physiological fasting response. The fundamental biological purpose of hepatocyte Arg2 regulation during fed and fasting states, and during health and disease remains an intriguing area of further exploration.

The fasting response enhances hepatic and extrahepatic energy homeostasis, and yet the intermediaries that dictate these effects remain poorly understood. Here, we demonstrate that hepatocyte arginase 2 is upregulated during fasting, and after trehalose and trehalose analog treatment. Furthermore, Arg2 overexpression per se attenuates insulin resistance, hepatic steatosis and inflammation in high-fructose-fed and genetically obese models. Arg2 is therefore a tractable target that can be used to leverage the therapeutic hepatic fasting response. Although it must be noted that some of the individual metabolic improvements observed upon AAV8-Arg2 expression were modest. For example, we observed 20–25% improvements in glucose and insulin tolerance in HFrD-fed AAV8-Arg2 and *db/db* x AAV8-Arg2 mice. However, it should also be noted that the magnitude of changes in glucose and insulin tolerance here mirrors that observed in humans subjected to short-term intermittent fasting or caloric restriction, which results in 11–30% improvements in HOMA-IR, and 11–40% improvement in fasting plasma insulin levels^7^. Indeed even high-intensity, supervised diet and exercise training regimens over a 4-month period produced even more modest improvements in glucose tolerance, and only for the highest-intensity intervention groups^45^.

The observation that hepatic Arg2 activation is therapeutic originated from prior observations that hepatic fasting signals (e.g., TFEB, PPARα) mediated the therapeutic effects of genetic or pharmacological glucose transport blockade^27,29^. However, the observation that hepatic glucose uptake is impaired in diabetic patients^46^ may raise an apparent paradox, in light of the intrinsic therapeutic effect of hepatic glucose transport blockade. At least two key differences between the fasted liver and the diabetic liver resolve this apparent paradox. First, insulin stimulates hepatic glucose uptake by twofold over the fasting state^47^. In diabetic patients, insulin-stimulated glucose uptake is impaired (by 17.4% in the Iozzo study^46^) but this degree of blunted fed-state glucose uptake would not be expected to mimic a true hepatocyte fasting response. Second, *basal* hepatic glucose uptake should remain elevated through hepatic facilitative transporters GLUT1, GLUT2, and GLUT8. This is because basal hyperglycemia in the diabetic patient provides a glucose concentration gradient that drives these facilitative transporters even in the absence of insulin-stimulated glucose transport. This rise in basal hepatic glucose uptake would be expected to further impede the hepatocyte fasting response. Thus, although insulin-stimulated glucose uptake is relatively impaired in the insulin-resistant state, our data suggest that pharmacological hepatic GLUT blockade or targeted hepatic Arg2 activation can drive the therapeutic hepatic glucose response in diet-induced and genetic models of obesity and insulin resistance.

Taken further in context, Arg2 appears to serve tissue-specific, and context-dependent functions in energy homeostasis. These context-dependent functions underscore the importance of leveraging hepatocyte fasting responses over less targeted approaches to metabolic therapy. Endothelial Arg2 overexpression surprisingly impaired endothelial cell autophagy and AMPK signaling^48^, and macrophage Arg2 appears to have pro-inflammatory functions^49–51^, whereas germline Arg2 deletion effects are not yet clear^49,52^. The clinical implications of these data should thus be underscored, especially in view of recent momentum to inhibit arginases in the setting of cardiovascular and other disease^53^. Our liver-deficient Arg2 model suggests that blocking Arg2 without sufficient specificity may have negative metabolic consequences, particularly if hepatic Arg2 is inadvertently targeted. Here, we utilized a targeted, hepatocyte-specific overexpression approach to demonstrate further adaptive metabolic effects of hepatic Arg2 overexpression. Mechanistically, our genetic complementation data indicate that Arg2 cell autonomously enhances hepatic insulin signaling in vitro and in vivo and reduces hepatic fat accumulation via Rgs16 suppression. The data give rise to the hypothesis that Rgs16 suppresses hepatocyte-protective G-protein-coupled receptor signaling events, the origin and nature of which remain to be addressed.

RGS16 was previously identified as the only one of 21 RGS genes that was regulated by circadian rhythms in the murine suprachiasmatic nucleus and liver^54,55^. Hepatic Rgs16 was subsequently determined to suppress hepatic fat oxidation by upregulating the carbohydrate response element binding protein^35^. Because the net physiological response to fasting in the liver is to upregulate fat oxidation, the proposed Rgs16 function is to exert negative feedback on Gi/Gq-mediated fat oxidation^35,54^. This negative feedback appropriately moderates the prolonged fasting response (e.g., during hibernation). In overfed contexts, in which excess caloric and fat dissipation is an appropriate full-time compensation, RGS16 function becomes maladaptive. The maladaptive nature of this regulation is supported by comparing Arg2 expression in *db/db* vs *db/+* mice, HFrD-fed vs Chow-fed mice and in primary hepatocyte cultures treated with or without 10 mM fructose. In each of these overfed contexts, Arg2 expression was suppressed. Our data demonstrating that Arg2 acts upstream of Rgs16 to suppress its induction may reflect a molecular bypass in this negative feedback loop. Clinically, this Arg2-regulated bypass route may be exploited to treat NAFLD and insulin resistance.

In summary, this report identifies hepatic Arg2 suppression of Rgs16 as a metabolic regulatory axis during fasting. Moreover, we identify pharmacologic fasting mimetics—trehalose and lactotrehalose—which activate this axis analogous to physiological fasting. Therefore, the hepatic intermediaries that mediate the generalized macronutrient fasting response can be directly leveraged to treat cardiometabolic disease.

## Methods

### Cell lines

AML12 cells (CRL-2254) were purchased directly from the American Type Culture Collection (ATCC) and propagated and maintained precisely per manufacturer specification.

### Primary hepatocyte cell isolation, culture and treatment

Primary murine hepatocytes obtained from WT mice were isolated^24,25,31^ and cultured and maintained in regular DMEM growth media (Sigma, #D5796) containing 10% FBS. For in vitro starvation experiments, “starved” media contained 1 g/L glucose and 0.5% FBS was used. Cultures were lysed in Trizol and subjected to downstream analysis. In vitro genetic knockdown was achieved via siRNA transfection using Lipofectamine 3000 from Invitrogen (L3000015). Trehalose was obtained from Sigma Aldrich (St. Louis, MO) and was >97% purity by HPLC. Three percent trehalose water (w/v) fed ad libitum was used in all in vivo experiments.

### In vitro insulin signaling

AML12 cells were seeded in 6-well plates. Cells were infected with adenoviruses, Ad-GFP, or Ad-Arg2, for 24 h in regular DMEM HAM/F12 growth media and starved in serum-free DMEM HAM/F12 media for 16 h before being treated with either serum-free media or serum-free media with insulin (10 nM) for 10 min.

### Animal studies

All animal protocols were approved by the Washington University School of Medicine Animal Studies Committee. Male C57B/6J mice and *db/db* mice were purchased directly from the Jackson Laboratory (Bar Harbor, ME) and housed a 12-h alternating light-dark, temperature-controlled, specific pathogen-free barrier facility prior to and throughout experimentation.

All animals received humane care and procedures were performed in accordance with the approved guidelines by the Animal Studies Committee at Washington University School of Medicine. All animal studies were performed in accordance with the criteria and ethical regulations outlined by the Institutional Animal Care and Use Committee (IACUC).

### Quantitative real-time RT-PCR (qRT-PCR)

Total RNA was prepared by homogenizing snap-frozen livers or cultured hepatocytes in Trizol reagent (Invitrogen #15596026) according to the manufacturer’s protocol. cDNA was prepared using Qiagen Quantitect reverse transcriptase kit (Qiagen #205310). Real-time qPCR was performed with Step-One Plus Real-Time PCR System (Applied Biosystems) using SYBR Green master Mix Reagent (Applied Biosystems) and specific primer pairs. Relative gene expression was calculated by a comparative method using values normalized to the expression of an internal control gene. Primers are shown in Supplementary Table 2.

### Immunoblotting

Tissues were homogenized in RIPA buffer supplemented with protease and phosphatase inhibitors (Thermo Scientific). After homogenization, lysate was centrifuged at 18,000 × *g* for 15 min at 4 °C, and the supernatant was recovered. Protein concentration was determined by BCA Assay Kit (Thermo Scientific) and was adjusted to 2 mg/mL. Samples for western blotting were prepared by adding Laemmli buffer at a ratio of 1:1 and heating at 95 °C for 5 min. The prepared samples were subjected to 10% or 13% SDS-PAGE, followed by electrical transfer onto a nitrocellulose membrane using the Trans-Blot Turbo system (Bio-Rad). After blocking the membrane with 5% milk in TBST, the membrane was incubated in primary antibody at 4 °C overnight. The blot was developed after secondary antibody incubation using Pierce ECL Western Blotting Substrate (Thermo Scientific). Blots were developed according to the manufacturer’s instructions. Protein expression levels were quantified with Image Lab software and normalized to the levels of β-actin or GAPDH.

### Antibodies

Antibodies against phosphor-IRS1 (Ser636/639) (no. 2388), IRS1 (no. 2382), phosphor-AKT (Ser473) (no. 9271), AKT (no. 9272), GAPDH (no. 5174), and β-actin (no. 3700) were purchased from Cell Signaling Technology (CST) (Beverly, MA, USA). Anti-Arg2 antibody was purchased from Santa Cruz Biotechnology (no. Ab154422). Antibody against RGS16 (no. NBP2-01584) was purchased from Novus Biologicals, LLC (no. Ab203071) (Littleton, CO, USA). The dilution ratio for all primary antibodies was 1:1000. The secondary antibodies used in this study were peroxidase-conjugated anti-rabbit IgG (A7074) and anti-mouse IgG (A7076) purchased from CST, in which were used at a 1:5000 dilution.

### Histological analysis

Formalin-fixed paraffin-embedded liver sections were stained by H&E via the Washington University Digestive Diseases Research Core Center. OCT-embedded frozen liver sections were stained by Oil Red O according to standard protocols flowered by microscopic examination. Three liver sections were examined and evaluated for each animal. For Oil red O staining, ice-cold methanol-fixed frozen sections from mice were stained according to described protocols ^24,25,31^.

Lactotrehalose synthesis and purification was carried out using chemoenzymatic synthesis and purification methods we described^56^. Reactions were performed in 50 mM HEPES buffer (pH 7.4) containing 10 mM galactose, 40 mM UDP-glucose, 20 mM MgCl_2_, and 9.8 μM TreT at 70 °C. We confirmed 98–99% purity by ^1^H-NMR (not shown). We confirmed 98–99% purity by ^1^H-NMR prior to experiments.

### AAV8- and adenovirus-mediated overexpression

Serotype 8 AAV (AAV8) was administered via tail vein as we previously reported^29^. All viral vectors (RGS16, Arg2, shTFEB) were obtained directly from Vector Biolabs Inc (Philadelphia, PA).

### Antisense oligonucleotides

We obtained validated Arg2-specific antisense oligonucleotides from IONIS Pharmaceuticals (Carlsbad, CA). Mice were treated precisely as we previously reported^27,32^, prior to in vivo and post-mortem assays.

### Insulin and glucose tolerance testing

For insulin tolerance tests (ITT), mice were injected with 0.75 IU per kg body weight of insulin (Humalog, Eli Lilly) intraperitoneally after 4 h of fasting on Aspen bedding. For glucose tolerance tests (GTT), mice were injected with 2 g per kg body weight of glucose intraperitoneally after fasting for 4 h on aspen bedding. *db/db* mice were injected with 1 g per kg body weight of glucose intraperitoneally after fasting for 16 h on aspen bedding. Blood samples were measured at different time points with a glucometer (Arkray USA, Inc., Minneapolis, MN, USA).

### Clinical chemistry measurements and hepatic lipid analyses

For all other serum analyses, submandibular blood collection was performed immediately prior to sacrifice and serum was separated. Insulin ELISA (Millipore #EZRMI-13K), triglycerides (Thermo Fisher Scientific #TR22421), cholesterol (Thermo Fisher Scientific #TR13421), and free fatty acids (Wako Diagnostics #999-34691, #995-34791, #991-34891, #993-35191) quantification were performed using commercially available reagents according to manufacturer’s directions. Albumin levels were quantified using an AMS LIASYS Chemistry Analyzer.

Hepatic lipids were extracted from ~100 mg hepatic tissue homogenized in 2:1 chloroform:methanol. In total, 0.25–0.5% of each extract was evaporated overnight prior to biochemical quantification of triglycerides, LDL-C, cholesterol, and free fatty acids using reagents described above, precisely according to manufacturer’s directions.

### Body composition analysis

Body composition analysis was carried out in unanesthetized mice using an EchoMRI 3-1 device (Echo Medical Systems) via the Washington University Diabetic Mouse Models Phenotyping Core Facility.

### Indirect calorimetry and food intake measurement

All measurements were performed in a PhenoMaster System (TSE systems) via the Washington University Diabetic Mouse Models Phenotyping Core Facility, which allowed metabolic performance measurement and activity monitoring by an infrared light = beam frame. Mice were placed at room temperature (22–24 °C) in separate chambers of the PhenoMaster open-circuit calorimetry. Mice were allowed to acclimatize in the chambers for 4 h. Food and water were provided ad libitum in the appropriate devices. The parameters of indirect calorimetry (VO_2_, VCO_2_, respiratory exchange ratio (RER), heat and movement) were measured for at least 24 h for a minimum of one light cycle (6:01 am to 6:00 pm) and one dark cycle (6:01 pm to 6:00 am). Presented data are average values obtained in these recordings.

### RNA-seq

RNA-seq was performed by the Washington University Genome Technology Access Center (GTAC). Library preparation was performed with 10 µg of total RNA with a Bioanalyzer RIN score greater than 8.0. Ribosomal RNA was removed by poly-A selection using Oligo-dT beads (mRNA Direct kit, Life Technologies). mRNA was then fragmented in buffer containing 40 mM Tris acetate pH 8.2, 100 mM potassium acetate and 30 mM magnesium acetate and heating to 94 °C for 150 s. mRNA was reverse transcribed to yield cNDA using SuperScript III RT enzyme (Life Technologies, per manufacturer’s instructions) and random hexamers. A second strand reaction was performed to yield ds-cDNA. cDNA was blunt ended, had an A base added to the 3′ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 12 cycles using primers incorporating unique index tags. Fragments were sequenced on an Illumina HiSeq-3000 using single reads extending 50 bases.

RNA-seq reads were aligned to the Ensembl release 76 top-level assembly with STAR version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5. Transcript counts were produced by Sailfish version 0.6.3. Sequencing performance was assessed for total number of aligned reads, total number of uniquely aligned reads, genes and transcripts detected, ribosomal fraction known junction saturation and read distribution over known gene models with RSeQC version 2.3.

To enhance the biological interpretation of the large set of transcripts, grouping of genes/transcripts based on functional similarity was achieved using the R/Bioconductor packages GAGE and Pathview. GAGE and Pathview were also used to generate pathway maps on known signaling and metabolism pathways curated by KEGG.

### Targeted metabolomics

We performed targeted metabolomics as reported with minor modifications^57^. Briefly, the liver samples were homogenized in water (4 mL/g liver). The amino acids in 20 µL of mouse serum or liver homogenate were extracted with protein precipitation in the presence of internal standards (13C6,15N-Ile, d3-Leu, d8-Lys, d8-Phe, d8-Trp, d4-Tyr, d8-Val, d7-Pro, 13C4-Thr, d3-Met, d2-Gly, d3,15N2-Asn, d4-Cit, d3-Asp, 13C5-Gln, 13C6-His, d3-Glu, d4-Ala, d3-Ser, 13C5-Orn, and 13C6-Arg). Quality control (QC) samples for livers and sera were prepared from pooled partial study samples and injected every five study samples to monitor intra-batch precision. Only the lipid species with CV% < 15% for QC injections are reported. The Ile, Leu, Lys, Phe, Trp, Tyr, Val, Pro, Thr, Met, Gly, Asn, Cit, Asp, Gln, His, Glu, Ala, Ser, Orn, and Arg were analyzed on 4000 QTRAP mass spectrometer coupled with a Prominence LC-20AD HPLC system. Data processing was conducted with Analyst 1.5.1 (Applied Biosystems).

### Statistical analyses

Data were analyzed using GraphPad Prism version 6.0 (RRID:SCR_015807). *p* < 0.05 was defined as statistically significant. Data shown are as mean ± SEM. In box-whisker plots: middle bar represents the dataset median; boxes represent 25 and 75 percentile lines; whiskers represent maximum and minimum values in the dataset. In dot plots: the line represents the data mean. Unpaired two-tailed homoscedastic T-tests with Bonferroni post hoc correction for multiple comparisons were used for all analyses unless otherwise noted in the figure legends. Two-way ANOVA was also used for analyses with two independent variables.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

There are no restrictions on data or material availability. The data that support the findings of this study are available from the authors on reasonable request. Raw RNA sequencing data files have been deposited into the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo/) with accession number GSE126134.

# Supplementary material for: Hepatic arginase 2 (Arg2) is sufficient to convey the therapeutic metabolic effects of fasting
**Source:** Nat Commun. 2019 Apr 8;10:1587. doi: 10.1038/s41467-019-09642-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

Hepatic Arginase 2 (Arg2) is sufficient to convey the  
therapeutic metabolic effects of fasting

Zhang et al.

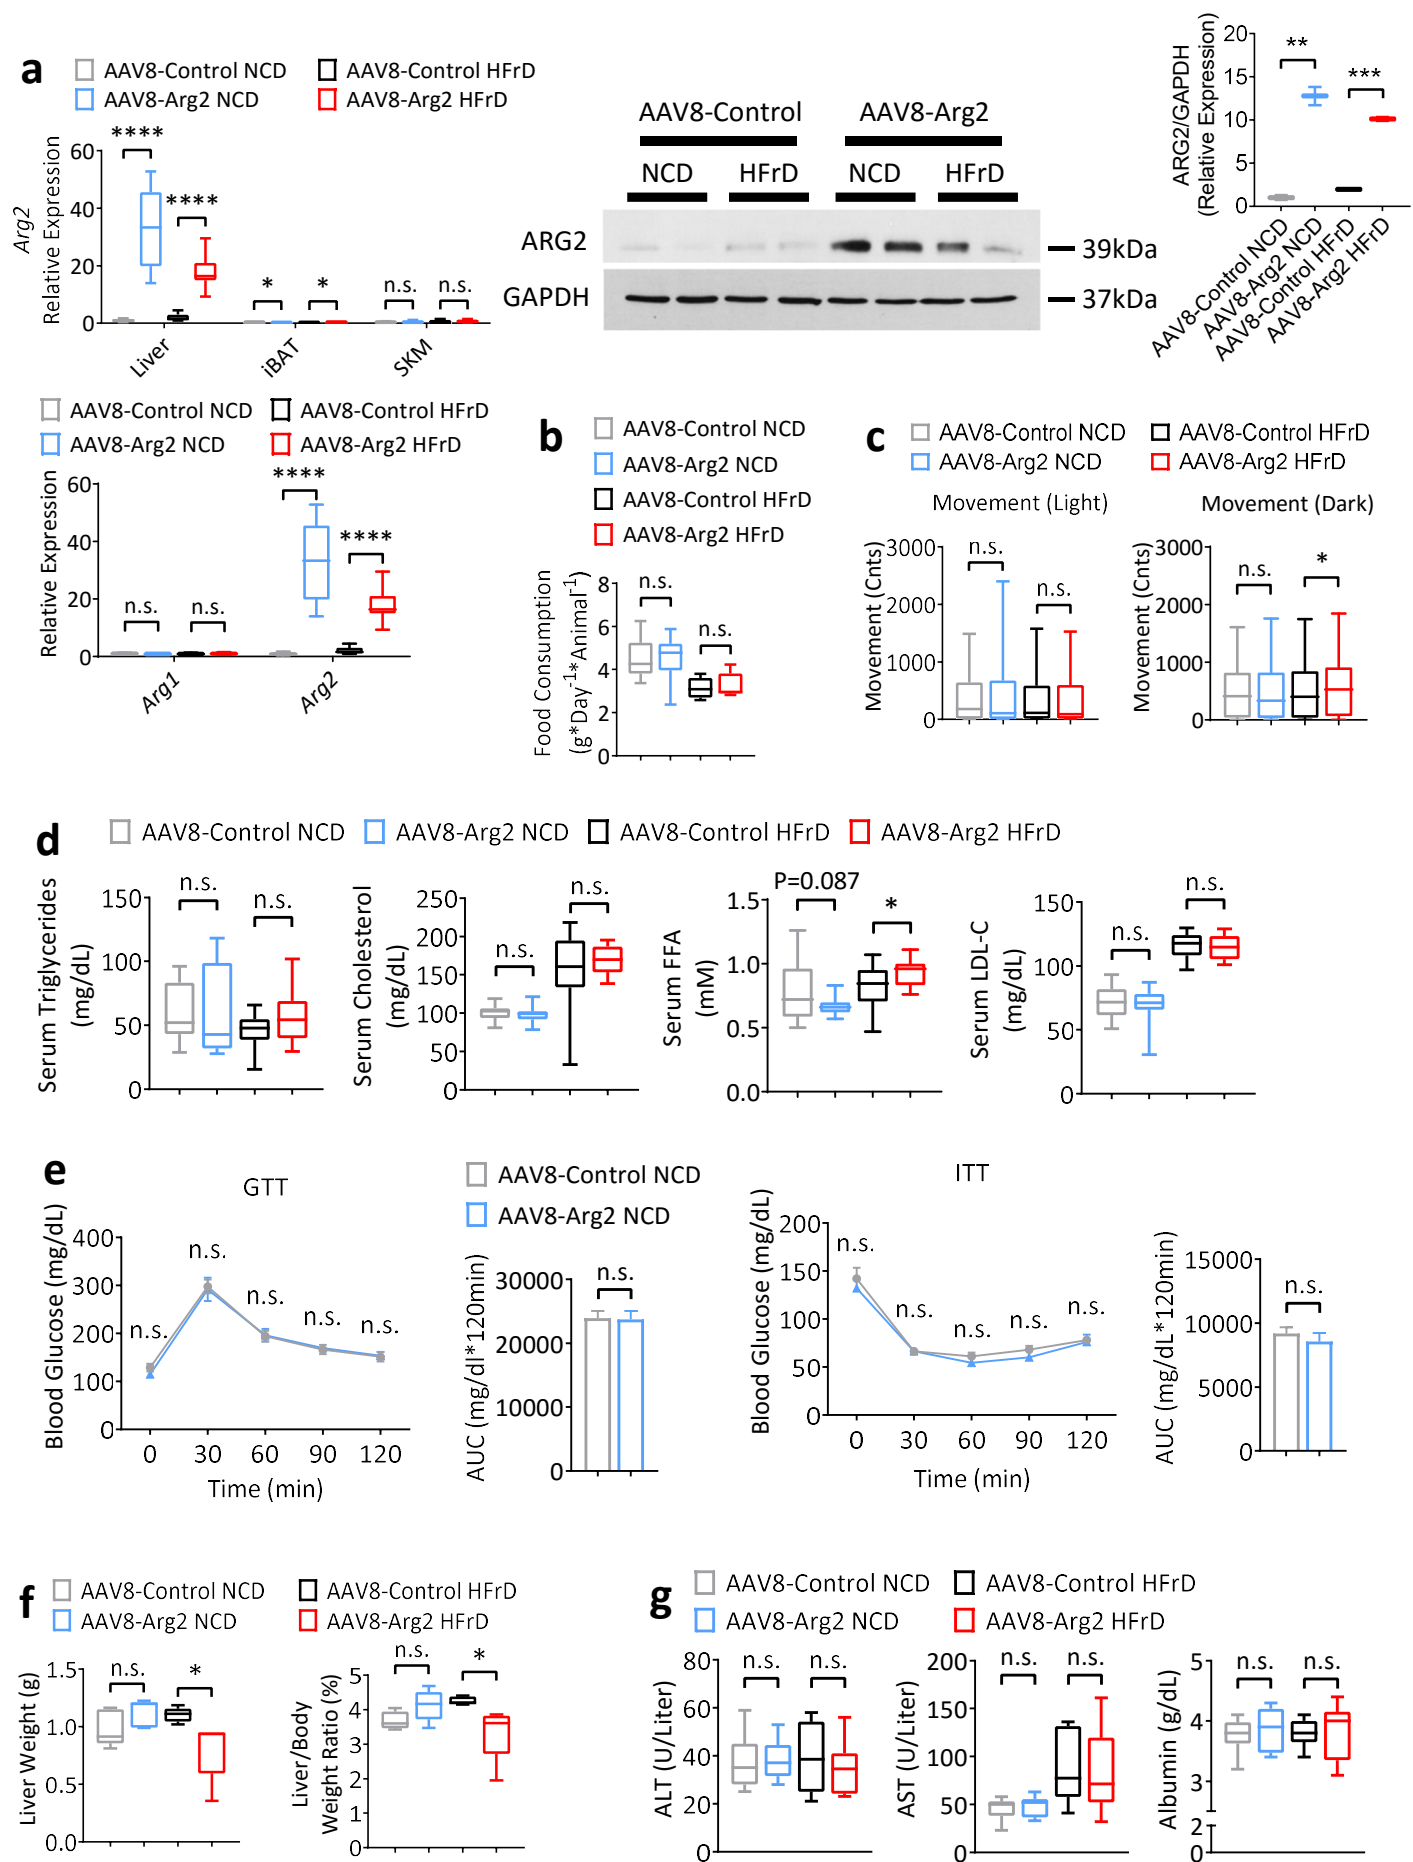

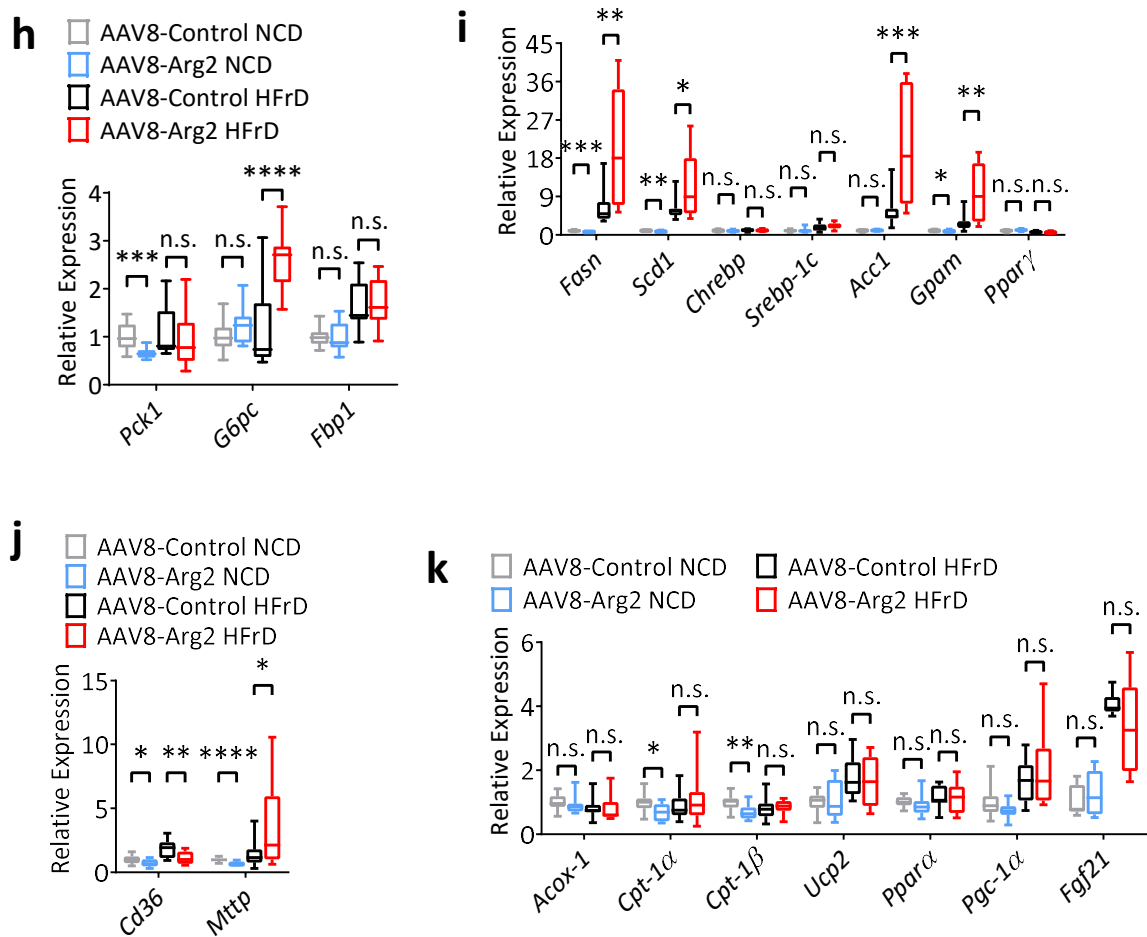

**Supplementary Figure 1.** Improved energy metabolism in HFrD-fed mice overexpressing hepatocyte Arg2. (a) Upper panel: hepatic, interscapular brown adipose tissue (iBAT) and skeletal muscle (SKM) mRNA in AAV8-Control and AAV8-Arg2 mice; Middle panel: hepatic Arg2 protein and densitometric quantification in AAV8-Control and AAV8-Arg2 mice; Lower panel: Hepatic Arg1 and Arg2 expression in AAV8-Control and AAV8-Arg2 mice. (b) Food intake in NCD and HFrD-fed mice treated with AAV8-control or AAV8-Arg2 virus. (c) Light- and dark-cycle movement. (d) Serum triglyceride, cholesterol, non-esterified fatty acid, and LDL-C content in NCD and HFrD-fed mice treated with AAV8-control or AAV8-Arg2 virus. (e) Intraperitoneal glucose tolerance test (GTT) and insulin tolerance test (ITT) (n = 5 mice per group). (f) Liver weight and liver weight-to-body weight ratios in NCD and HFrD-fed mice treated with AAV8-control or AAV8-Arg2 virus (n = 6-8 mice). (g) Serum alanine aminotransferase (ALT), aspartate aminotransferase (AST) and albumin in chow- and HFrD-fed AAV8-Control and AAV8-Arg2 mice. (h) Hepatic mRNA expression of gluconeogenic genes. (i) Hepatic mRNA expression of genes related in fatty acid synthesis. (j) Hepatic mRNA expression of genes related in fatty acid intake and export. (k) Hepatic mRNA expression of genes related in fatty acid  $\beta$ -oxidation. (n = 6-8 mice per group). For bar graphs, data represent mean + s.e.m. For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.005$ , \*\*\*\* $P < 0.0001$  relative to vehicle treatment, by two-tailed Student's t-test.

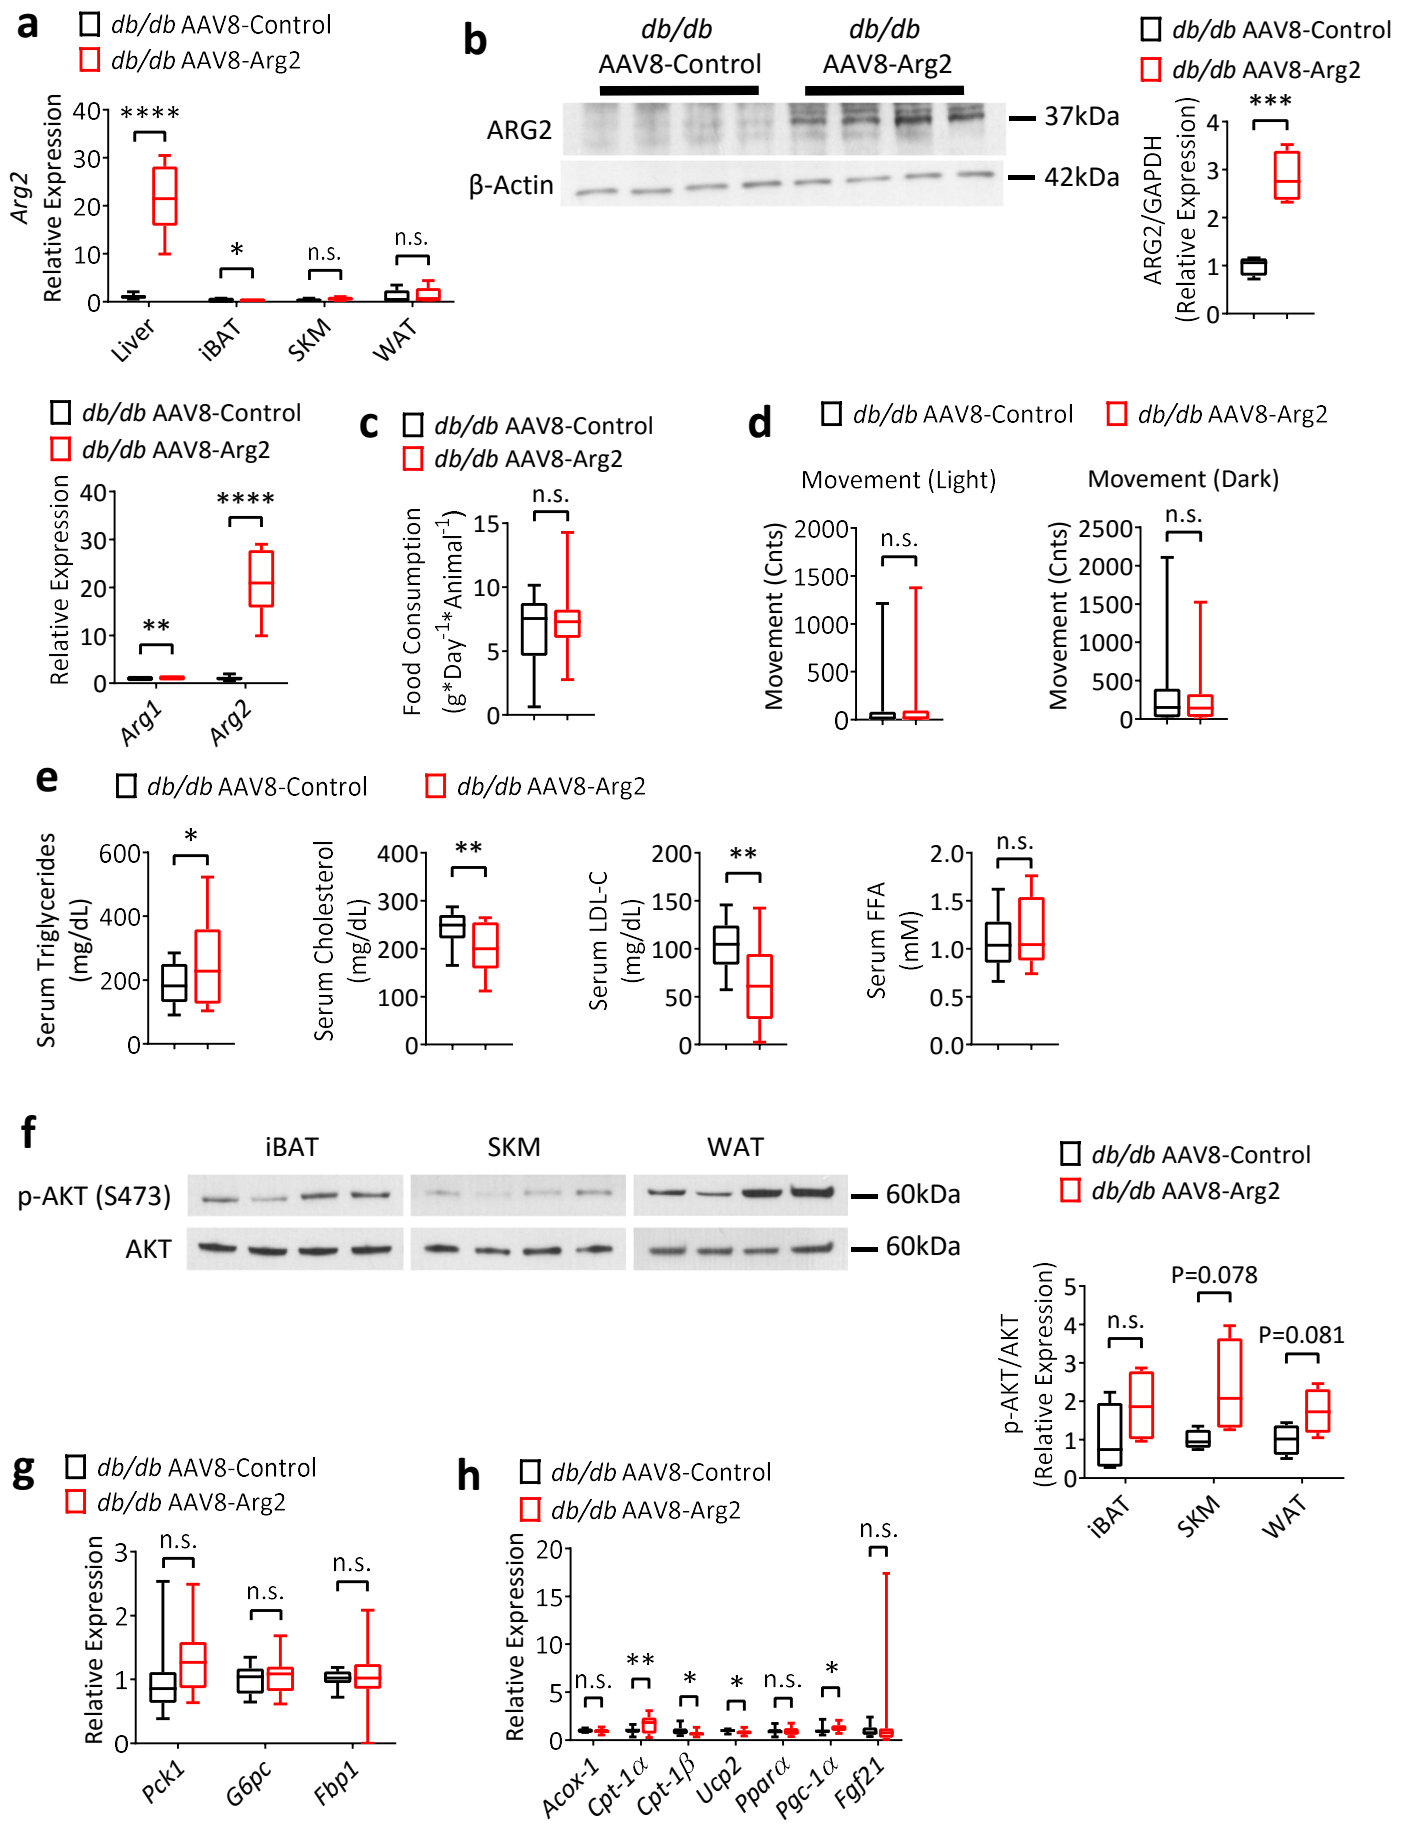

**Supplementary Figure 2.** Improved energy metabolism in *db/db* mice overexpressing hepatocyte Arg2. **(a)** Left, Hepatic and extrahepatic Arg2 mRNA expression in *db/db* AAV8-Control and AAV8-Arg2 mice; Right, Hepatic Arg1 and Arg2 mRNA expression in *db/db* AAV8-Control and AAV8-Arg2 mice (n = 8 mice per group). **(b)** Arg2 immunoblot analysis and densitometric quantification of immunoblots in livers of *db/db* AAV8-Control and AAV8-Arg2 mice (n = 4 per group).  $\beta$ -actin was probed as a loading control. **(c)** Food consumption in *db/db* AAV8-Control and AAV8-Arg2 mice. **(d)** Light and dark cycle locomotion in *db/db* AAV8-control and Arg2 mice (n = 8 mice per group). **(e)** Serum triglyceride, cholesterol, non-esterified fatty acid, and LDL-C in *db/db* AAV8-Control and AAV8-Arg2 mice (n = 8 mice per group). **(f)** Phosphorylated Akt immunoblot and quantification of immunoblot band density in iBAT, SKM and WAT from *db/db* AAV8-Control or AAV8-Arg2 mice. **(g)** Hepatic gluconeogenic and oxidative gene mRNA expression by qPCR in *db/db* AAV8-Control and AAV8-Arg2 mice (n = 8 mice per group). For boxes represent the interquartile range and whiskers show the full range of values. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.005$ , \*\*\*\* $P < 0.0001$ ; n.s., not significant between groups, by two-tailed Student's t-test.

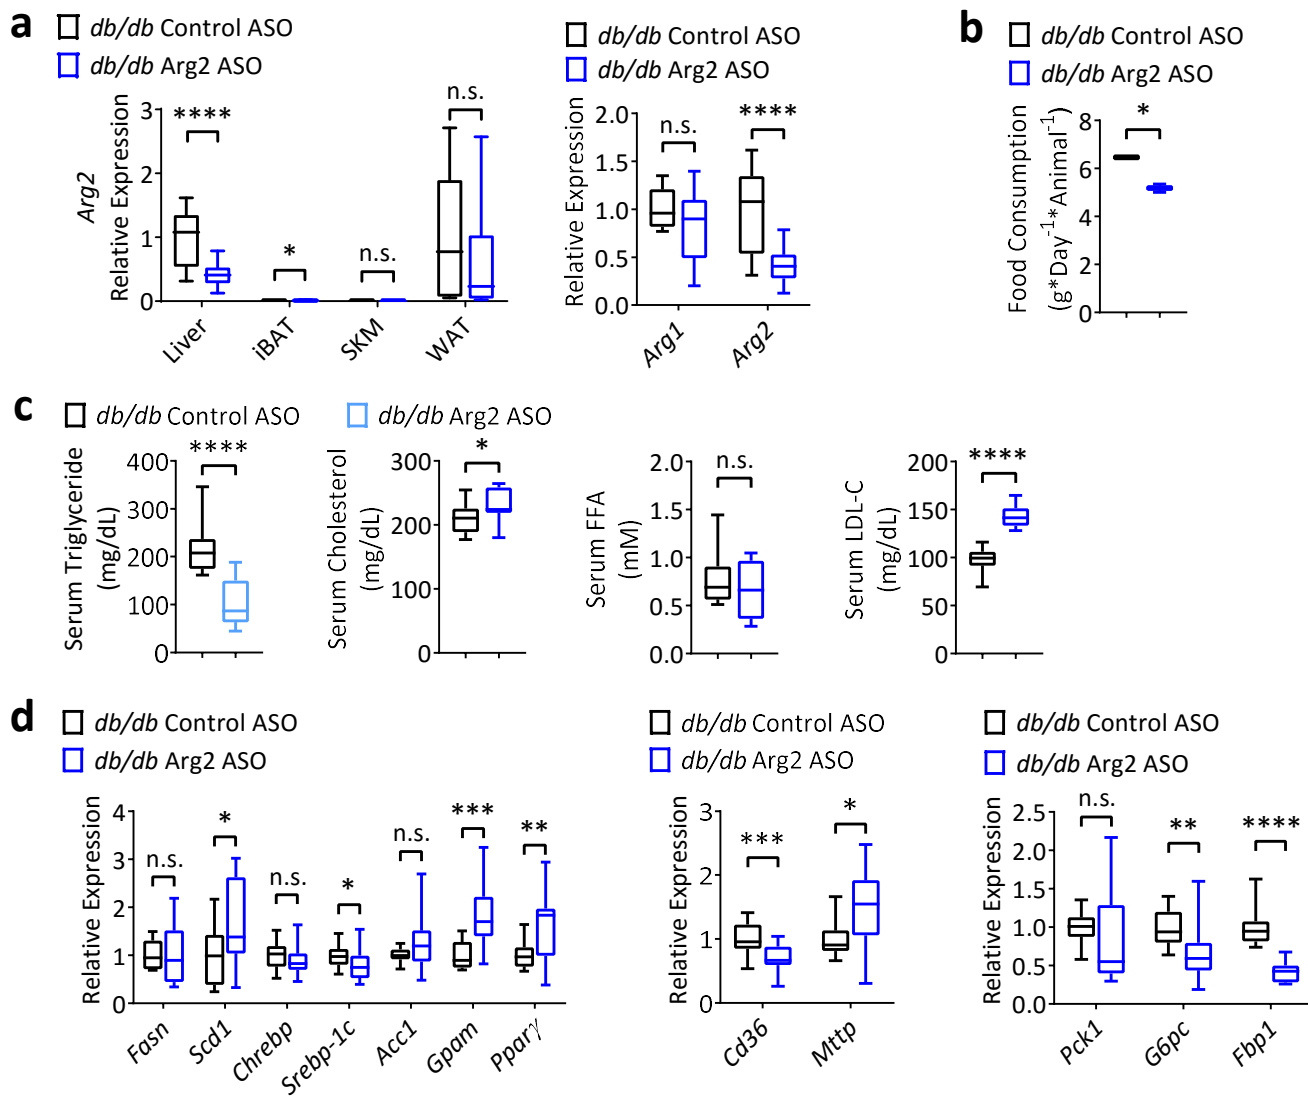

**Supplementary Figure 3.** Impaired energy metabolism in *db/db* mice treated with Arg2 ASO. (a) Left, Hepatic and extrahepatic Arg2 mRNA expression in *db/db* Control and Arg2 ASO mice. Right, Arg1 expression in *db/db* Control and Arg2 ASO mice. (b) food consumption in *db/db* Control and Arg2 ASO mice. (c) Serum triglyceride, cholesterol, non-esterified fatty acid, and LDL-C in *db/db* Control ASO and Arg2 ASO mice (d) Hepatic gluconeogenic, lipid import/efflux and oxidative bar graphs, data represent mean + s.e.m. For box plots, the midline represents the median, gene mRNA expression by qPCR in *db/db* Control ASO and Arg2 ASO mice (n = 8 mice per group). For boxes represent the interquartile range and whiskers show the full range of values. \**P* < 0.05, \*\*\*\**P* < 0.0001; n.s., not significant between groups, by two-tailed Student's t-test.

□ *db/db* Control ASO  
□ *db/db* Arg2 ASO

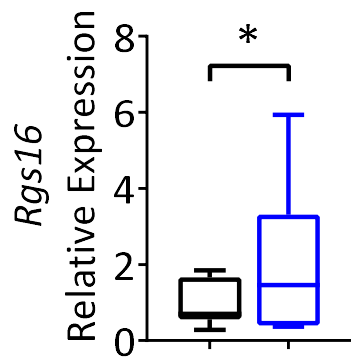

**Supplementary Figure 4.** RGS16 mRNA expression in livers from *db/db* Control and Arg2 ASO mice. (n = 8 mice per group). For boxes represent the interquartile range and whiskers show the full range of values. \*, P < 0.05 vs. control, by two-tailed Student's t-test.

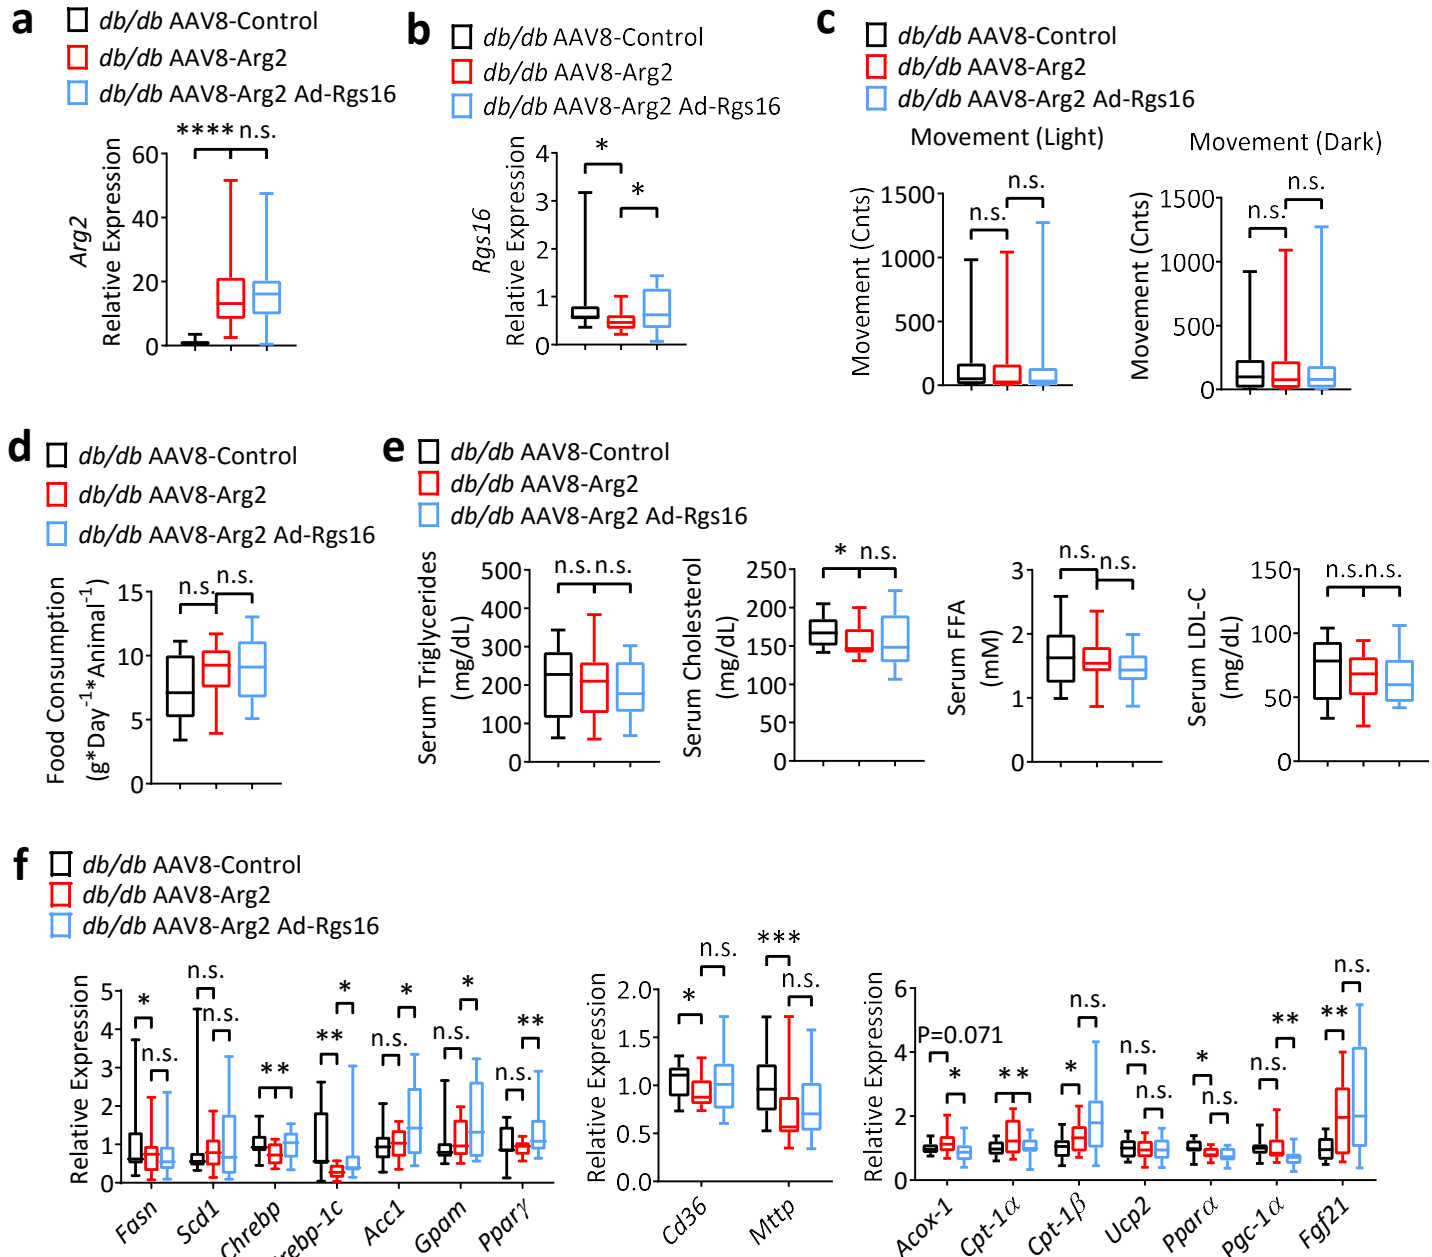

**Supplementary Figure 5.** Hepatic RGS16 reconstitution impairs energy metabolism in Arg2 overexpressing mice. **(a)** Arg2 and **(b)** RGS16 mRNA expression in *db/db* AAV8-Control or AAV8-Arg2 mice overexpressing control vector or RGS16. **(c)** Light and dark cycle locomotion **(d)** food consumption in *db/db* AAV8-Control or AAV8-Arg2 mice overexpressing control vector or RGS16. **(e)** Serum triglycerides, cholesterol, non-esterified fatty acids and LDL-C in *db/db* AAV8-Control or AAV8-Arg2 mice overexpressing control vector or RGS16. **(f)** Hepatic mRNA gene expression of genes involved in de novo lipogenesis, lipid import/efflux and fatty acid oxidation in *db/db* AAV8-Control or AAV8-Arg2 mice overexpressing control vector or RGS16. For box plots, the midline represents the median, boxes represent the interquartile range and whiskers show the full range of values. \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.005, \*\*\*\**P* < 0.0001; n.s., not significant between groups, by two-tailed Student's t-test.

**Figure 1d**

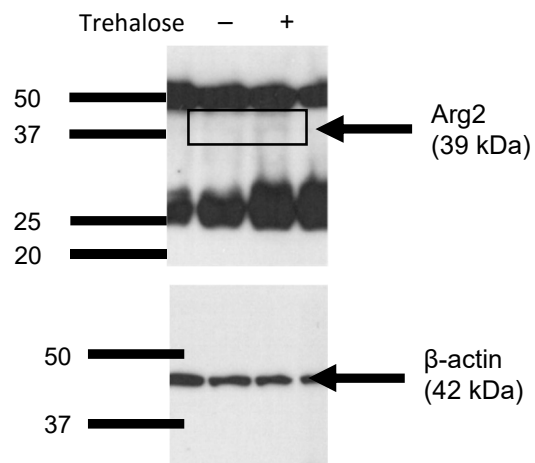

**Figure 1e**

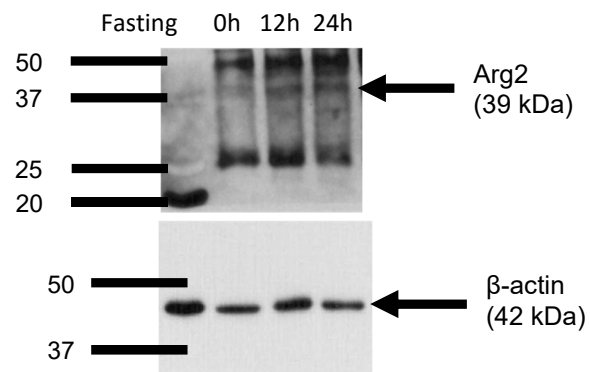

**Figure 1h**

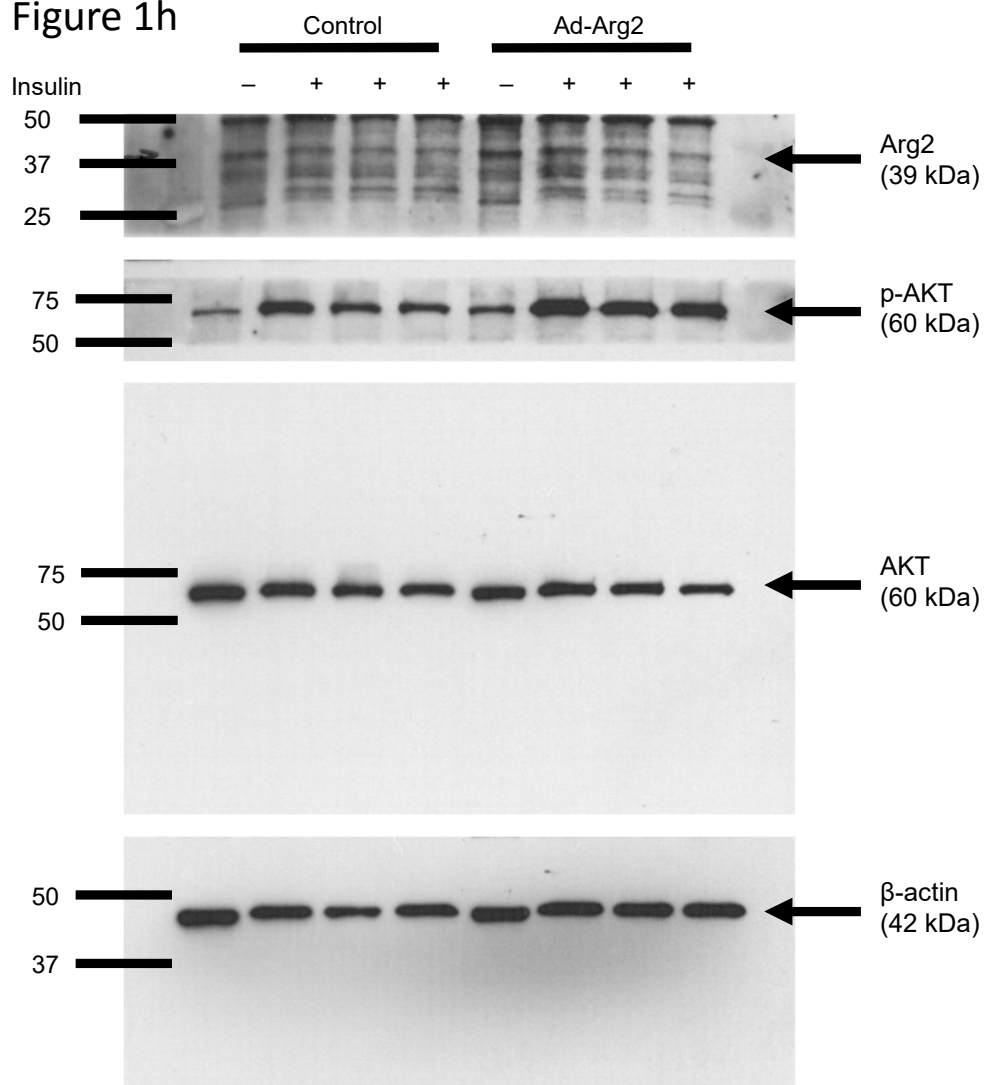

**Supplementary Figure 6.** The uncropped scans of western blots and gels for Figure 1d, 1e, and 1h.

Figure 4h

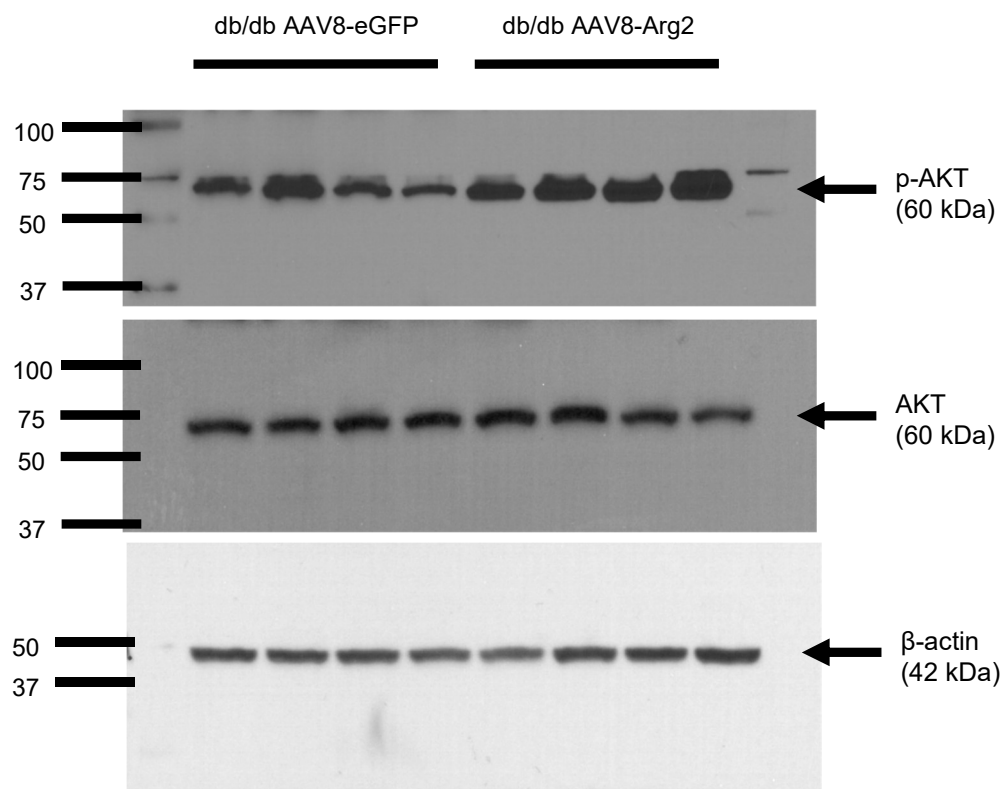

**Supplementary Figure 7.** The uncropped scans of western blots and gels for Figure 4h.

Figure 8f

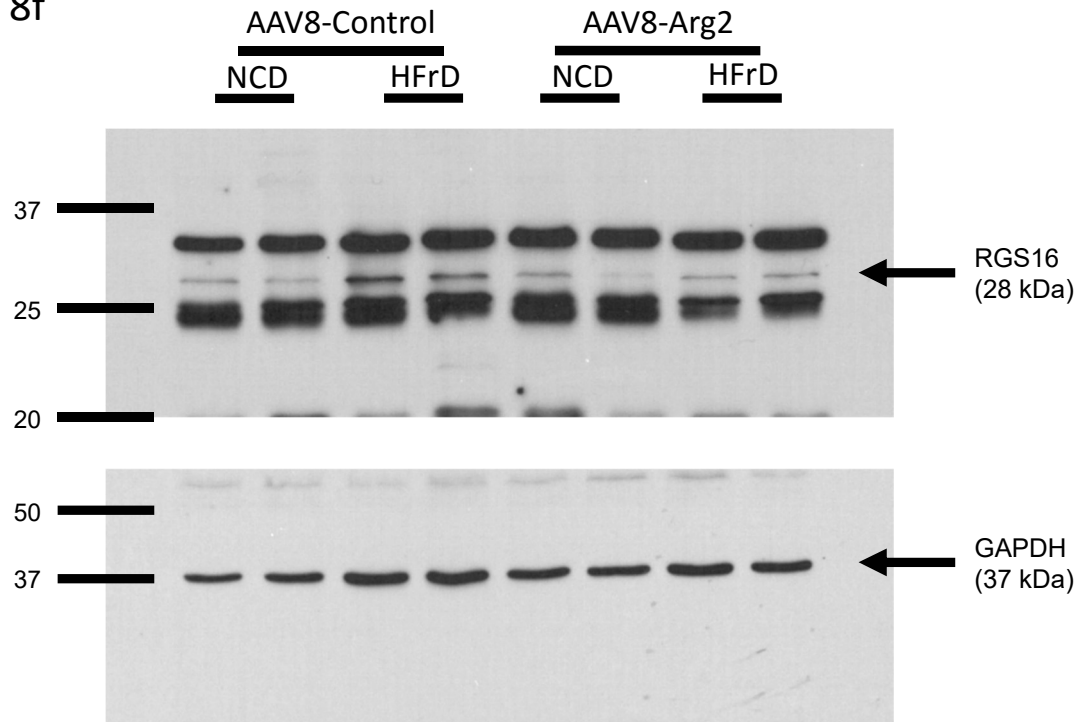

Figure 8g

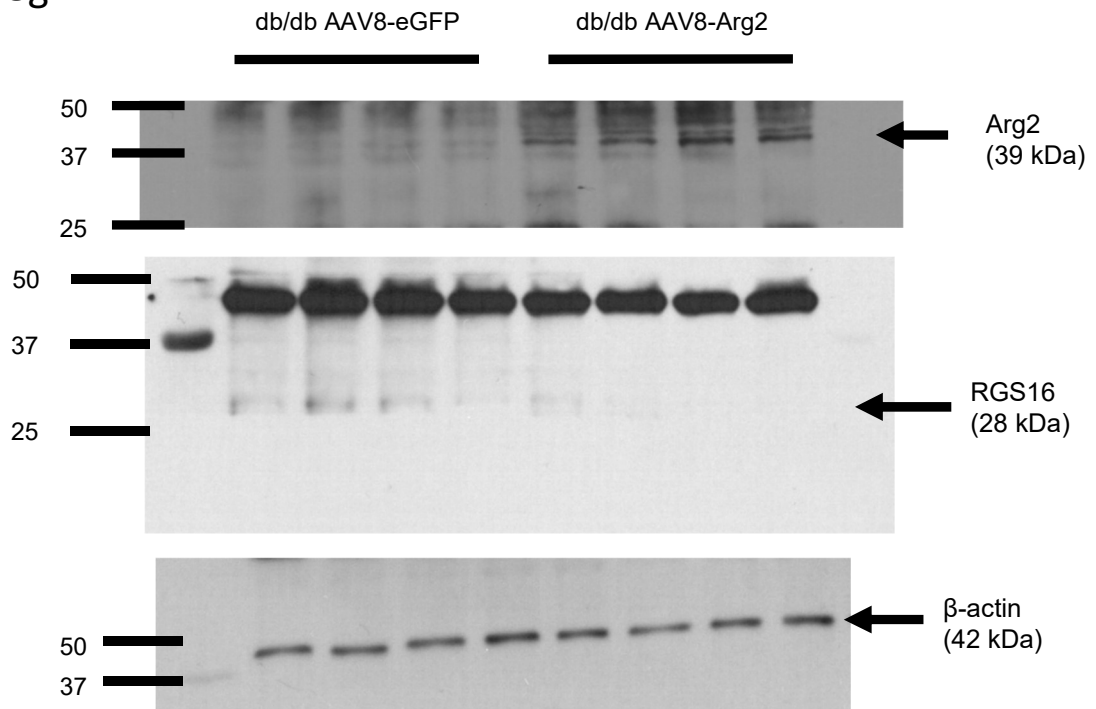

**Supplementary Figure 8.** The uncropped scans of western blots and gels for Figure 8f and 8g.

Figure 9g

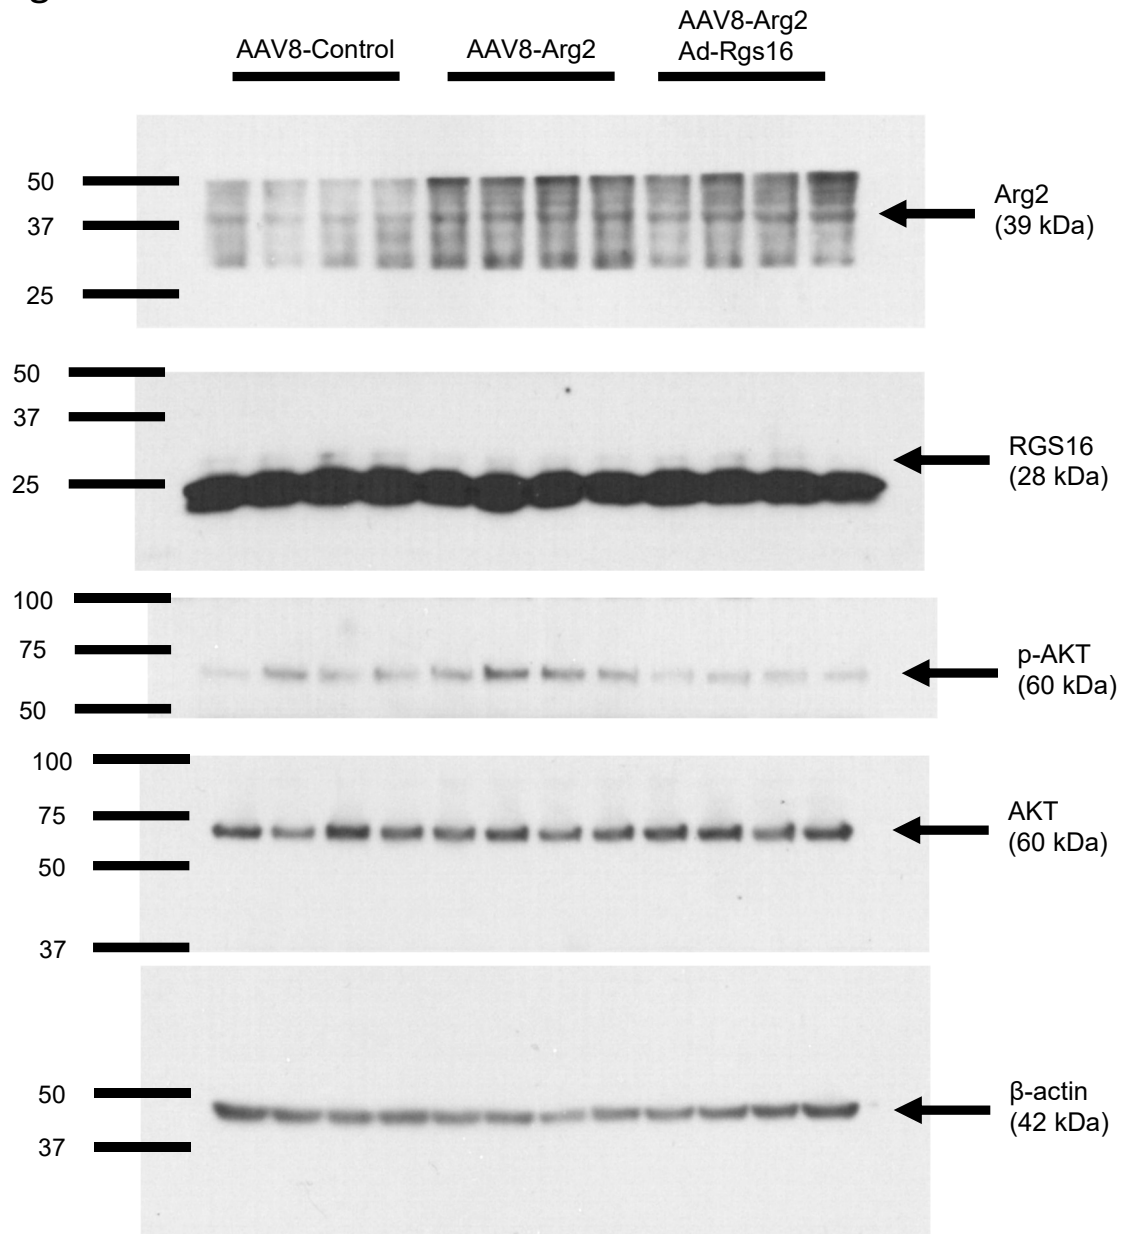

**Supplementary Figure 9.** The uncropped scans of western blots and gels for Figure 9g.

## Supplementary Table 1

|            | LIVER                  |                          |              |                   | SERUM               |                    |         |                   |
|------------|------------------------|--------------------------|--------------|-------------------|---------------------|--------------------|---------|-------------------|
| Amino Acid | db/db AAV8-Control     | db/db AAV8-Arg2          | P Value      | Corrected P Value | db/db AAV8-Control  | db/db AAV8-Arg2    | P Value | Corrected P Value |
| Asp        | 0.2551 ± 0.013         | 0.3207 ± 0.0396          | 0.138        | -                 | 0.139 ± 0.01052     | 0.1795 ± 0.01458 * | 0.039   | 0.8274            |
| <b>Ala</b> | <b>0.8551 ± 0.0415</b> | <b>1.131 ± 0.0589 **</b> | <b>0.002</b> | <b>0.0378*</b>    | 0.1801 ± 0.007167   | 0.2444 ± 0.04159   | 0.127   | -                 |
| Asn        | 0.163 ± 0.00566        | 0.16 ± 0.005645          | 0.711        | -                 | 0.0411 ± 0.002152   | 0.07538 ± 0.02286  | 0.133   | -                 |
| Gly        | 0.03998 ± 0.002461     | 0.0761 ± 0.0158 *        | 0.041        | 0.8526            | 0.007464 ± 0.001199 | 0.0092 ± 0.00258   | 0.536   | -                 |
| Gln        | 0.7092 ± 0.05288       | 0.5686 ± 0.07607         | 0.151        | -                 | 0.5735 ± 0.03747    | 0.6194 ± 0.05859   | 0.510   | -                 |
| Pro        | 45.69 ± 1.139          | 50.35 ± 1.756 *          | 0.043        | 0.9051            | 24.66 ± 2.073       | 34.87 ± 6.82       | 0.153   | -                 |
| Cit        | 0.3072 ± 0.01812       | 0.3784 ± 0.03314         | 0.094        | -                 | 2.688 ± 0.1269      | 2.885 ± 0.241      | 0.466   | -                 |
| His        | 1.43 ± 0.0562          | 1.574 ± 0.06756          | 0.125        | -                 | 0.494 ± 0.01149     | 0.5876 ± 0.08059   | 0.240   | -                 |
| Arg        | 0.0729 ± 0.00416       | 0.1819 ± 0.0370 *        | 0.013        | 0.2646            | 0.0740 ± 0.0096     | 0.1547 ± 0.0412    | 0.063   | -                 |
| Orn        | 0.311 ± 0.00999        | 0.3329 ± 0.0182          | 0.308        | -                 | 1.323 ± 0.05483     | 1.22 ± 0.1443      | 0.496   | -                 |
| Lys        | 3.222 ± 0.127          | 3.439 ± 0.2011           | 0.377        | -                 | 2.561 ± 0.09872     | 2.588 ± 0.2243     | 0.913   | -                 |
| Trp        | 0.1406 ± 0.00505       | 0.1383 ± 0.0044          | 0.735        | -                 | 0.7338 ± 0.04838    | 0.681 ± 0.01231    | 0.340   | -                 |
| Phe        | 5.068 ± 0.1972         | 5.022 ± 0.1748           | 0.865        | -                 | 3.178 ± 0.1261      | 3.6 ± 0.335        | 0.237   | -                 |
| Tyr        | 3.72 ± 0.1219          | 3.496 ± 0.1963           | 0.348        | -                 | 2.603 ± 0.1608      | 3.285 ± 0.3652     | 0.113   | -                 |
| Leu        | 2.589 ± 0.1112         | 2.7 ± 0.1158             | 0.500        | -                 | 2.139 ± 0.1887      | 2.432 ± 0.2701     | 0.380   | -                 |
| Ile        | 1.832 ± 0.0623         | 2.053 ± 0.1144           | 0.112        | -                 | 2.362 ± 0.2032      | 2.931 ± 0.3141     | 0.143   | -                 |
| Met        | 1.725 ± 0.09599        | 1.898 ± 0.1032           | 0.239        | -                 | 1.516 ± 0.162       | 2.038 ± 0.2976     | 0.134   | -                 |
| Val        | 1.551 ± 0.04573        | 1.843 ± 0.1468           | 0.079        | -                 | 2.279 ± 0.1719      | 2.742 ± 0.2977     | 0.188   | -                 |
| Glu        | 1.373 ± 0.09428        | 1.766 ± 0.2292           | 0.135        | -                 | 0.4315 ± 0.0388     | 0.4327 ± 0.0703    | 0.988   | -                 |
| Thr        | 1.611 ± 0.05668        | 1.498 ± 0.0756           | 0.251        | -                 | 1.142 ± 0.038       | 1.218 ± 0.09126    | 0.431   | -                 |
| Ser        | 1.632 ± 0.06994        | 1.725 ± 0.0734           | 0.370        | -                 | 0.7294 ± 0.0304     | 0.9478 ± 0.1761    | 0.214   | -                 |

**Supplementary Table 1.** Targeted metabolomic analysis of hepatic extract amino acid and urea cycle intermediaries from *db/db* AAV8-Control and AAV8-Arg2 mice. Data are shown as mean peak height:internal standard ratio (n = 8 mice per group). \*,  $P < 0.05$ .

## Supplementary Table 2 qPCR primers

| Genes          | Forward (5' - 3')              | Reverse (5' - 3')                   |
|----------------|--------------------------------|-------------------------------------|
| 36B4           | TAA AGA CTG GAG ACA AGG TG     | GTG TAC TCA GTC TCC ACA GA          |
| Acc1           | TGT CCG CAC TGA CTG TAA CCA    | TGC TCC GCA CAG ATT CTT CA          |
| Acox1          | CCT GAT TCA GCA AGG TAG GG     | TCG CAG ACC CTG AAG AAA TC          |
| Arg2           | AGG AGT GGA ATA TGG TCC AGC    | AGG GAT CAT CTT GTG GGA CAT T       |
| Ass1           | ACA CCT CCT GCA TCC TCG T      | GCT CAC ATC CTC AAT GAA CAC CT      |
| Ccl2           | TTA AAA ACC TGG ATC GGA ACC AA | GCA TTA GCT TCA GAT TTA CGG GT      |
| Cd36           | GGA ACT GTG GGC TCA TTG C      | CAT GAG AAT GCC TCC AAA CAC         |
| Chrebp         | CTG GGG ACC TAA ACA GGA GC     | GAA GCC ACC CTA TAG CTC CC          |
| Cpt-1 $\alpha$ | AGT GGC CTC ACA GAC TCC AG     | GCC CAT GTT GTA CAG CTT CC          |
| Cpt-1 $\beta$  | GCA CAC CAG CAG GCA GTA GCT TT | CAG GAG TTG ATT CCA GAC AGG TA      |
| Cxcl9          | GGA GTT CGA GGA ACC CTA GTG    | GGG ATT TGT AGT GGA TCG TGC         |
| Fasn           | CCT GGA TAG CAT TCC GAA CCT    | AGC ACA TCT CGA AGG CTA CAC A       |
| Fbp1           | CAC CGC GAT CAA AGC CAT CT     | AGG TAG CGT AGG ACG ACT TCA         |
| Fgf21          | CTG CTG GGG GTC TAC CAA G      | CTG CGC CTA CCA CTG TTC C           |
| G6pc           | TCT GTC CCG GAT CTA CCT TG     | GCT GGC AAA GGG TGT AGT GT          |
| Gck            | TGT GGC CAC CGT GTC ATT C      | CAA CTG GAC CAA GGG CTT CAA         |
| Gpam           | CAA CAC CAT CCC CGA CAT C      | GTG ACC TTC GAT TAT GCG ATC A       |
| Igfp1          | CCA TCC TGT GGA ACG CCA TC     | TCT TGT TGC AGT TTG GCA GAT A       |
| Il-1 $\beta$   | GCA ACT GTT CCT GAA CTC AAC T  | ATC TTT TGG GGT CCG TCA ACT         |
| Il-6           | CTG CAA GAG ACT TCC ATC CAG    | AGT GGT ATA GAC AGG TCT GTT GG      |
| Irs1           | CGA TGG CTT CTC AGA CGT G      | CAG CCC GCT TGT TGA TGT TG          |
| Mogat1         | TGG TGC CAG TTT GGT TCC AG     | TGC TCT GAG GTC GGG TTC A           |
| Mttp           | ATG ATC CTC TTG GCA GTG CTT    | TGA GAG GCC AGT TGT GTG AC          |
| Pck1           | GAT GGG CAT ATC TGT GCT GG     | CAG CCA CCC TTC CTC CTT AG          |
| Pgc1 $\alpha$  | ACA CCG CAA TTC TCC CTT GT     | CGG CGC TCT TCA ATT GCT TT          |
| Ppara $\alpha$ | TGG TTC CTG GTG CCG ATT TA     | ACT AGC ATC CCA CTT AAT TAT GTA TCT |
| Ppary          | CCA CCA ACT TCG GAA TCA GCT    | TTT GTG GAT CCG GCA GTT AAG A       |
| Rgs16          | CCA TGC CTT CCT AAA GAC GGA    | GTA CTC GTC AAA GAT GTG GTG AG      |
| Srebp-1c       | CCA TGG ATT GCA CAT TTG AA     | GGC CAG GGA AGT CAC TGT CTT         |
| Tnf $\alpha$   | CAG GCG GTG CCT ATG TCT C      | CGA TCA CCC CGA AGT TCA GTA G       |
| Ucp2           | ATG GTT GGT TTC AAG GCC ACA    | CGG TAT CCA GAG GGA AAG TGA T       |

How the deposited data were processed for this re-analysis (not part of the article)

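RNA-seq libraries of 5 *db/db* AAV8-Control and 5 *db/db* AAV8-Arg2 livers were analysed. The authors aligned single reads with STAR to the Ensembl release 76 assembly of the mouse genome, which is GRCm38, and counted uniquely aligned reads on genes with featureCounts. The authors then deposited CPM values, a step that the paper's text does not describe. The deposited CPM are scaled to all reads counted on genes, whether listed or not, and no other normalization is in them. The table lists protein-coding genes with at least 1 read in some library, in 15236 lines for 15126 genes. Reads were recovered by dividing each CPM value by the CPM of a single read, and 100% of the values came out whole. The design fixed before the data were examined had assumed counts, with edgeR and TMM normalization as the test. As the deposited table held CPM and not counts, the test that the design names for normalized values was used, and the tests on the recovered reads were alternatives. Fixed with it were the other alternatives, the lists of genes and the rule for the genes named in the text.

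Genes with a mean of at least 1 CPM over the 10 libraries were tested, which were 11027 genes. The groups were compared on log2(CPM + 1) with limma 3.58.1 in R 4.3.3, with a trended prior and with Benjamini-Hochberg adjustment. A log2 fold change of a gene near or below 1 CPM is understated on this scale. Single comparisons of a gene's level, a component's score or a list's score used two-sided exact permutation tests over all 252 assignments of 5 of the 10 libraries. Principal components were taken from centred log2(CPM + 1), and the libraries were clustered by average linkage on Pearson correlation. Pathway lists were tested with limma's camera, and 16 lists of marker genes were scored per library as the mean of log2(CPM + 1) over the list. Chromosome positions, transcript lengths and GC content came from GENCODE release M21, also GRCm38, matched by Ensembl identifier for 15123 genes. Symbols are those of the deposited table. The computations were tested on simulated counts with 200 changed genes, of which 100 had a log2 fold change of 2 and 100 of 1, upward or downward. In each of the simulations, limma called 100% of these genes. The unchanged genes made up 1.96% of its calls where the dispersion followed a trend, and 5.66% where each gene had its own. edgeR recovered 100% as well, with 3.38% and 6.10% of its calls unchanged. The changed genes were drawn from those above a set mean level, and noise was drawn independently for each gene. These shares therefore check the computations and do not give the power in the real livers. There *Rgs16*, at a log2 fold change of -1.74, had an adjusted p of 0.617 from limma.

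The genes named in the text are those the paper names for these livers, and others picked by a rule. As fewer than 10 genes had an adjusted p under 0.05, the rule took the 5 higher and the 5 lower genes with the smallest p among those whose groups do not overlap. Genes named outside this rule were chosen after values were seen. Some genes that the lists and counts include are not reported here by name.

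The alternatives were a pseudocount of 0.1, no filter, a filter of at least 10 counts in every library, DESeq2's size factors, no moderation across genes, the replicate number as a block, mitochondrial genes left out, and each library left out in turn. On the recovered reads they were edgeR 4.0.16 with DESeq2's size factors or library size only, DESeq2 1.42.0, and limma voom with sample quality weights. The design named edgeR with TMM for counts, but its run on the recovered reads was added after the data were seen. So were TMM scaling in limma and some combinations of these settings with the principal components and the lists. No library was left out of the main results. Genes under the filter on low levels were not tested. No pair of libraries of a group was close to a duplicate, as the lowest chi-square per degree of freedom between libraries of a group was 17.6.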

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

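The tests of *Ppl* were chosen only after its result was seen.

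*Ppl*, which the paper does not discuss, was the only gene besides *Arg2* with an adjusted p under 0.05 (log2 fold change 0.57, limma). Its reads could be shared with the plakin paralogs *Evpl* and *Dsp*, but these together rose by 2.75 CPM against a rise of 13.7 CPM for *Ppl*, and *Evpl* itself was at 0.701 CPM in AAV8-Control and 0.604 CPM in AAV8-Arg2. A larger share of bile duct cells would raise other genes of those cells, and the score of 10 cholangiocyte genes differed by -0.033 between groups. The most abundant of them, *Spp1*, was at 35.6 CPM in AAV8-Control and at 35.4 CPM in AAV8-Arg2. Of these 10 genes, 5 have a mean of at least 1 CPM in these livers. A shift from scaling to all reads counted is also argued against, as the adjusted p with TMM scaling was 0.0224. Leaving out single livers moved the log2 fold change from 0.54 to 0.61. The adjusted p rose above 0.05 in 7 of these 10 fits, those without AAV8-Control replicate 3, 4 or 5 and those without AAV8-Arg2 replicate 1, 3, 4 or 5. A direct effect of Arg2 on *Ppl* in hepatocytes, and a response to the vector that differs between the transgenes, were not tested and stay open.

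The other results of this part are single livers far from the rest of their group. In each group of 5 livers, the gap between the highest or lowest liver and its neighbor was divided by the group's range, and the limit was 0.71. Of 116 groups of values, 4 lay past the limit, and chance alone gives 5.8. Among them, AAV8-Control replicate 4 stood apart in *Tnf* (ratio 0.750), with 15 reads against 3 to 6 reads in the other controls. AAV8-Control replicate 1 stood apart in *Il1b* (ratio 0.794), with 52 reads against 15 to 36 reads. Both genes rest on few reads in every library. AAV8-Arg2 replicate 4 stood apart in the score of stellate cell and fibroblast genes (ratio 0.874), at 4.36 against 4.80 to 4.87 on the log2 scale. Its library total of 21656201 reads is the lowest of its group, and the score of AAV8-Control replicate 1, with the lowest total of all, was 4.74. The design gives no condition that separates these livers from the others of their group, so no biological explanation was tested.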

How the results depend on the processing

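The test of the numbering of the libraries and TMM scaling in limma were chosen only after the data were seen. So was the run of edgeR with TMM on the recovered reads, though the design named that test for counts.

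The log2 fold change of *Arg2* was positive and past an adjusted p of 0.05 in every alternative that gave it an adjusted p. The filter of at least 10 counts in every library removed *Arg2* from the test. DESeq2 gave it a log2 fold change of 5.52 and no adjusted p, as it did for 9972 genes, by its filter on the mean. *Arg1* stayed higher and above an adjusted p of 0.05, and *Rgs16* stayed lower, in all alternatives. The adjusted p of *Rgs16* fell under 0.05 with DESeq2, at a log2 fold change of -1.80 (adjusted p = 0.0474), and the cause was not tested.

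The count of genes with an adjusted p under 0.05 was 2. It was 1 with the filter of at least 10 counts (*Ppl*), 1 without moderation across genes (*Arg2*), 19 with DESeq2, and 1 to 4 with single livers left out. DESeq2 shared 1 gene with the 2. Without a filter, *Glod5*, named after its value was seen, was added to the 2 genes. The count with an unadjusted p under 0.05 ranged from 470 to 1509 with single livers left out, lowest without AAV8-Arg2 replicate 5 and highest without AAV8-Arg2 replicate 1. With a change of at least 1.5-fold, the 34 genes became 62 with a pseudocount of 0.1, 18 without moderation, 142 in edgeR with TMM or with DESeq2's size factors, 141 in edgeR with library size only, 191 with DESeq2 and 150 with limma voom. With single livers left out there were 24 to 84. Of the 877 genes, 550 were higher and 327 lower. With single livers left out, the split ranged from 1184 higher and 325 lower (without AAV8-Arg2 replicate 1) to 311 higher and 375 lower (without AAV8-Arg2 replicate 3), the only alternative fit with more lower than higher genes. The cause was not tested. Scaling moved the median log2 fold change of all genes by less than 0.1.

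The rank of *Rgs16* by p among the lower genes was 2. It was 5 without a filter, 4 with DESeq2's size factors or TMM scaling in limma and with either in edgeR, 8 with DESeq2, 6 with limma voom, 36 without moderation, and 1 to 13 with single livers left out. Its rank by fold change was 2 with a pseudocount of 0.1 and 5 in edgeR with TMM, DESeq2's size factors or library size only. It was 137 with DESeq2, 3 with limma voom, and 1 to 2 with single livers left out. DESeq2 fitted all 15126 genes without the filter on low levels, so its ranks are over 7632 lower genes against 4865. The cause was not otherwise tested.

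Of the genes measured by qPCR, 0 had an adjusted p under 0.05 over the list alone, against 9 with an unadjusted p under 0.05. The count was 1 in edgeR with TMM, DESeq2's size factors or library size only (*Cxcl9*), 2 with DESeq2 (with *Cxcl9* among them), 1 with limma voom, and 0 to 10 with single livers left out, highest without AAV8-Control replicate 4. The cause was not tested apart from that liver.

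The replicate numbers run from 1 to 5 in both groups, and neither the paper's text nor the labels say that they mark a shared litter, batch or day. After removal of the group means, libraries with the same number had correlations of 0.128, 0.209, 0.0751, 0.314 and 0.197 across genes, with 4 of 5 above 0.1, and the median between other numbers was -0.042. Their mean correlation, 0.185, had an exact permutation p of 0.0167 over all ways to number the AAV8-Arg2 libraries, so chance numbering is argued against, and no source of shared variation was tested. As not every pair passed 0.1, the number was not taken as a pairing. With the replicate number as a block, 5 genes had an adjusted p under 0.05 (*Arg2*, *Rgs16*, *Arrdc3*, *Mt1* and *Mt2*, the last and *Arrdc3* named after their values were seen), and *Ppl* was at 0.0864. *Rgs16* was at -1.74 with an adjusted p of 0.0123 and ranked 1 by p with this block, and 8 genes measured by qPCR had an adjusted p under 0.05 over the list alone. Over its 23 alternatives, the adjusted p of *Rgs16* ranged from 0.0123 to 0.970 and was under 0.05 in 2, the fit with the block and DESeq2. For *Ppl* the adjusted p ranged from 1.80e-08 to 0.185 and was under 0.05 in 14 of 23.

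The first principal component held 30.7% of the variance, and 34.3% over the 500 most variable genes, 27.3% with unit variance, 47.7% with CPM on the linear scale, and 28.5% to 34.6% with single livers left out. The second held 17.1%, and 18.8% with unit variance, 33.3% on the linear scale and 15.6% to 20.5% with single livers left out. The separation of the groups stayed above an exact permutation p of 0.05 in all these settings. The number of libraries clustered with their group was 8, and 7 over the 500 most variable genes and with complete linkage.

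All 15 pathway lists kept their direction. The count past an adjusted p of 0.05 was 15, and 0 with camera's estimated correlation and 0 with fry, where 1 and 2 lists had an unadjusted p under 0.05. Both take the correlation between genes from these libraries. With single livers left out, 14 to 15 lists passed.

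The smallest effects changed sign. *Cpt1a* was at -0.0016 with DESeq2's size factors and -0.0012 with TMM scaling in limma, -0.0041 in edgeR with TMM, -0.0013 in edgeR with DESeq2's size factors, and -0.0099 with limma voom. *Fbp1* was at -0.0088, -0.0084, -0.0068, -0.0041 and -0.016 in the same order, and at -0.0019 with DESeq2. The score of pancreas genes was at -0.0037 with DESeq2's size factors and -0.0036 with TMM scaling. With single livers left out, *Cd36* ranged from -0.037 to 0.0092, *Cpt1a* from -0.032 to 0.053, *Fbp1* from -0.036 to 0.056, *Igfbp1* from -0.16 to 0.47 and *Ppara* from -0.17 to 0.043. The scores that changed sign with single livers left out were those of Kupffer cells and macrophages (-0.26 to 6.8e-05), blood (-0.13 to 0.074), cholangiocytes (-0.082 to 0.0051), fasting-induced genes (-0.0038 to 0.14), pancreas (-0.022 to 0.019), pericentral genes (-0.0090 to 0.16), proliferation (-0.036 to 0.11) and sinusoidal endothelial cells (-0.045 to 0.18). None of these results had an adjusted p under 0.05 in the alternatives named here. Over all results and alternatives, 40 values became weaker, 8 became stronger, 36 changed sign and 95 counts or ranks moved.

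The depth limits *Arg2* in the control livers, where 4 to 12 reads set the fold change. *Tnf*, *Ccl2* and *Cpt1b* were under the filter on low levels in the main fit.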

Differences from the paper's values

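No test in this part was chosen after its result was seen, apart from the run of edgeR with TMM on recovered reads.

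The paper reports by qPCR that hepatic *Arg2* rose more than 20-fold in *db/db* AAV8-Arg2 mice, and the ratio of mean CPM was 47.1, which is above that bound. The 12 alternatives set before the data were examined that give a ratio ranged from 40.1 to 53.8, all above the paper's 20 and none within 1.5 times of it.

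For the log2 fold change of *Arg2*, the paper shows about 5.4 (Fig. 8d, read by eye), and the value on log2(CPM + 1) was 3.44. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 5.09, edgeR with DESeq2's size factors 5.48, edgeR with library size only 5.51, DESeq2 5.52 and limma voom 5.42, and these 5 closed the gap. The other alternatives gave 3.26 to 3.60 and did not. edgeR with TMM, run on the recovered reads after seeing the values, gave 5.48. On the scale of the ratio of mean CPM, the log2 value was 5.56.

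The first principal component holds about 57% of the variance in Fig. 8a, read by eye, and held 30.7% here. Of the 14 alternatives set before the data were examined, CPM on the linear scale, at 47.7%, came within the criterion, and the others, at 27.3% to 34.6%, did not. The second component holds about 26% in Fig. 8a, read by eye, and held 17.1% here. For it, 10 of the 14 alternatives came within the criterion. These were the 500 most variable genes (18.2%), unit variance (18.8%), CPM on the linear scale (33.3%), and the fits without AAV8-Control replicate 2 or 3 and without each of the AAV8-Arg2 replicates (18.3% to 20.5%). The filter of at least 10 counts and the fits without AAV8-Control replicate 1, 4 or 5 did not.

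The paper shows the groups apart along the second component in Fig. 8a and states that they form distinct clusters. Here the scores along the second component had an exact permutation p of 0.317, and the lowest over its alternatives was 0.103. In the clustering of libraries over all tested genes, AAV8-Arg2 replicates 1 and 2 joined the controls.

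The paper states that *Rgs16* mRNA was significantly lower in *db/db* AAV8-Arg2 livers. As a single comparison this was found here too, with an exact permutation p of 0.0159. The log2 fold change of -1.74 and the minus log10 of the unadjusted limma p, 3.39, are close to about -1.9 and about 3.3 in Fig. 8d, read by eye. Adjusted over all genes tested, the limma p was 0.617. DESeq2 gave an adjusted p of 0.0474, and limma with the replicate number as a block gave 0.0123.

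The paper reports lower fatty acid synthesis, uptake and export genes, lower inflammatory genes, and changed insulin-responsive genes in *db/db* AAV8-Arg2 livers by qPCR. Here 0 of the 26 tested genes had an adjusted p under 0.05 over the list alone, and 9 had an unadjusted p under 0.05. *Cd36*, lower in Fig. 5e, had a log2 fold change of -0.021. *Cpt1a*, higher in Supplementary Fig. 2g, had a log2 fold change of 0.019. *Cxcl9* was called over the list in edgeR with DESeq2's size factors (adjusted p = 0.0479), in edgeR with library size only (0.0419), in DESeq2 (0.0121), and in edgeR with TMM (0.0474). That last test was the design's choice for counts, but it was run on the recovered reads only after the values were seen. With the replicate number as a block, the genes called included *Cxcl9* (0.0179), and *Mogat1*, *Fasn*, *Pck1*, *Ucp2*, *Scd1* and *Ass1* (each 0.0463). Without AAV8-Control replicate 4, they included *Mogat1*, *Acaca*, *Gpam*, *Fasn*, *Pck1*, *Ppargc1a*, *Cxcl9*, *Ucp2* and *Scd1* (each 0.0477). Without AAV8-Control replicate 1, *Cxcl9* and *Ass1* were called (each 0.0222). Without AAV8-Arg2 replicate 1, *Irs1* was called (0.0438), without AAV8-Arg2 replicate 2, the genes called included *Pck1* (0.0146), and without AAV8-Arg2 replicate 4, *G6pc* was called (0.00786).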

Other observations

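The test of AAV8-Control replicate 4 for the lipogenic genes and the choice of the acute-phase genes were made only after the results were seen, while the fits that each leave out a liver were set before.

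The groups of livers were set against other splits of the same 10 libraries into 5 and 5, of which 100 of the 126 possible were drawn, the real one included. As many genes with an adjusted p under 0.05 as the real 2 came from 4 of the 100 splits, as many with an unadjusted p under 0.05 as the real 877 from 18, and as many with at least a 1.5-fold change as the real 34 from 23. As many pathway lists as the real 15 came from 7 of the 100 splits. In the other splits the median was 0 genes with an adjusted p under 0.05, 416 with an unadjusted p under 0.05 and 3 lists. The counts of genes with an unadjusted p under 0.05 and of pathway lists are therefore within what other groupings of these livers give, and the count with an adjusted p under 0.05, which includes the vector's gene, is less so. The split with the most genes, 198 with an adjusted p under 0.05, set AAV8-Control replicates 1, 2 and 3 and AAV8-Arg2 replicates 1 and 2 against the other 5 libraries. No sequencing batch is given that would explain it. Genes chosen for a difference between groups part the groups by their selection. When the genes with an unadjusted p under 0.05 were chosen anew for each split, 87 of the 100 splits parted fully along the first component of their own genes, so a heat map of such genes is consistent with most groupings of these libraries.

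The lower and higher pathway lists could follow a trend of a library's values with transcript length or GC content. The log2 fold change had a rank correlation of 0.313 with transcript length and 0.023 with GC content across genes, which are not independent replicates. With the length trend removed, 15 lists were still past an adjusted p of 0.05 in the same direction, and with the GC trend removed 15 were. This argues against a trend with the median annotated transcript length or GC content as the whole cause of camera's calls at the preset correlation. Passing this test does not tie the lists to Arg2, as other splits of the livers also passed 15 lists. The correlation between genes of a list, shown by the counts of 0 under fry and the estimated correlation, stays open, as does an effect of Arg2.

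The lower *Rgs16* in AAV8-Arg2 livers could follow from a difference between the groups in time of collection, feeding state or the sampled zone. The light-phase clock score differed by 0.19 between groups (two-sided exact permutation p = 0.317), the fed-state lipogenic score by -0.52 (p = 0.127) and the periportal minus pericentral score by 0.12 (p = 0.389). With 5 livers per group, differences of these sizes are neither shown nor excluded. A trend of *Rgs16* with each score across livers is argued against as the whole cause. With the light-phase score as a term in limma, the log2 fold change of *Rgs16* was -1.65 (unadjusted p = 0.00144). With the fed-state score it was -1.48 (unadjusted p = 0.00347), and with the zonation score -1.85 (unadjusted p = 0.000409). What stays open is a part in the change for each of the 3, and a part that these scores do not capture, beside an effect of Arg2.

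The lower lipogenic genes in AAV8-Arg2 livers fell short of an adjusted p of 0.05, and a candidate explanation is that one control liver sets the spread. Without AAV8-Control replicate 4, 4 genes of fatty acid synthesis had an adjusted p under 0.05 over the list of genes measured by qPCR. With all 10 livers and the replicate number as a block, *Fasn* and *Scd1* were called over this list (adjusted p = 0.0463 each, limma). This block sets AAV8-Control replicate 4 beside AAV8-Arg2 replicate 4, which was also below its group's mean for both genes. *Fasn* was at 715 and 666 CPM in these livers, and *Scd1* at 5535 and 3685 CPM. The block can absorb part of the control liver's deviation, so this fit cannot tell whether the shortfall rests on that liver alone. AAV8-Control replicate 4 was picked out after its values were seen. It was not past the limit of 0.71 for a liver set apart in *Fasn* or *Scd1*. The explanation is therefore a hypothesis. Whether this liver differs in feeding state, time or handling was not tested.

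Of the 16 lists of marker genes, 0 had an adjusted p under 0.05 and 2 had an unadjusted exact permutation p under 0.05. Lymphocyte genes differed by -0.19 (p = 0.00794, the smallest that the exact test allows, adjusted p = 0.127), with 1 of 13 genes higher and 0 of the 13 at a mean of at least 1 CPM. Periportal genes differed by 0.21 (exact p = 0.0159, adjusted p = 0.127), with 10 of 13 higher, of which 2 were also measured by qPCR in the study. Adipose genes differed by -0.42, interferon-stimulated genes by -0.22 and Kupffer cell and macrophage genes by -0.11. Stellate cell and fibroblast genes differed by 0.090, pericentral genes by 0.090, endothelial genes by 0.079, proliferation genes by 0.062, fasting-induced genes by 0.059 and near-dawn clock genes by 0.092. Blood genes differed by -0.0094, pancreas genes by 0.00031 and cholangiocyte genes by -0.033. In the fed-state lipogenic list, 0 of 18 genes were higher, and 6 of its genes were also measured by qPCR in the study. Except for the lists of lymphocytes, pancreas, blood, cholangiocytes, adipose tissue, interferon-stimulated genes and proliferation, every gene of a list found in the table had a mean of at least 1 CPM in these livers.

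Of the 18 *Rgs* genes in the table, 8 were tested, and *Rgs16* was the only one with an adjusted p under 0.05 over this list alone (adjusted p = 0.00325 from limma), here and in each of the alternative fits. The study picked *Rgs16* out of the same libraries, so this result is not independent evidence. Adjusted over all genes tested, its limma p was 0.617.

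*Saa2* was among the 19 genes with an adjusted p under 0.05 in DESeq2, and other acute-phase genes were then looked up. *Saa1* was at 2800 CPM in AAV8-Arg2 replicate 3 and 1189 CPM in AAV8-Arg2 replicate 4, and at 14.6 to 59.7 CPM in the other 8 libraries. *Saa2* was at 2484 CPM and 838 CPM in the same livers and at 10.9 to 41.8 CPM in the others, and its reads could be shared with its paralog *Saa1*. *Lcn2* was at 1049 CPM and 318 CPM in these livers and at 26.8 to 72.4 CPM in the others. *Hp* (6494 and 2885 CPM against 1092 to 2319 CPM), *Orm1* (1859 and 1013 CPM against 469 to 669 CPM) and *Orm2* (473 and 260 CPM against 120 to 164 CPM) were also highest in these 2 livers. *Saa3* (6.44 CPM) and *Apcs* (60.9 CPM) were highest in AAV8-Arg2 replicate 3 only, and in AAV8-Arg2 replicate 4, at 1.66 and 31.6 CPM, they lay within the range of the other 8 libraries. No explanation was tested.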
